# The epigenetic reader PHF21B modulates murine social memory and synaptic plasticity–related genes

**DOI:** 10.1172/jci.insight.158081

**Published:** 2022-07-22

**Authors:** Eunice W.M. Chin, Qi Ma, Hongyu Ruan, Camille Chin, Aditya Somasundaram, Chunling Zhang, Chunyu Liu, Martin D. Lewis, Melissa White, Tracey L. Smith, Malcolm Battersby, Wei-Dong Yao, Xin-Yun Lu, Wadih Arap, Julio Licinio, Ma-Li Wong

**Keywords:** Neuroscience, Behavior, Epigenetics, Psychiatric diseases

## Abstract

Synaptic dysfunction is a manifestation of several neurobehavioral and neurological disorders. A major therapeutic challenge lies in uncovering the upstream regulatory factors controlling synaptic processes. Plant homeodomain (PHD) finger proteins are epigenetic readers whose dysfunctions are implicated in neurological disorders. However, the molecular mechanisms linking PHD protein deficits to disease remain unclear. Here, we generated a PHD finger protein 21B–depleted (Phf21b-depleted) mutant CRISPR mouse model (hereafter called Phf21b^Δ4/Δ4^) to examine Phf21b’s roles in the brain. Phf21b^Δ4/Δ4^ animals exhibited impaired social memory. In addition, reduced expression of synaptic proteins and impaired long-term potentiation were observed in the Phf21b^Δ4/Δ4^ hippocampi. Transcriptome profiling revealed differential expression of genes involved in synaptic plasticity processes. Furthermore, we characterized a potentially novel interaction of PHF21B with histone H3 trimethylated lysine 36 (H3K36me3), a histone modification associated with transcriptional activation, and the transcriptional factor CREB. These results establish PHF21B as an important upstream regulator of synaptic plasticity–related genes and a candidate therapeutic target for neurobehavioral dysfunction in mice, with potential applications in human neurological and psychiatric disorders.

## Introduction

The formation of synaptic connections in the mammalian brain is a highly orchestrated process that involves precise control of gene expression by an assortment of integrated epigenetic regulators and transcriptional factors. Misregulation of synaptic development, function, and plasticity gives rise to defective neuronal circuitry, resulting in numerous neurobehavioral disorders (1, 2). Synaptic dysfunction is a common denominator of neurodevelopmental disorders, such as autism spectrum disorder, intellectual disability, and schizophrenia, and neurodegenerative diseases, such as Alzheimer’s, Parkinson’s, and Huntington’s (2–4). For instance, NMDA receptor–mediated (NMDAR-mediated) and α-amino-3-hydroxy-5-methyl-4-isoxazolepropionic acid receptor–mediated (AMPAR-mediated) transmission is adversely affected in autism spectrum disorder and Alzheimer’s disease. In addition, mutations in the genes encoding postsynaptic scaffolding protein SH3 and multiple ankyrin repeat domains (SHANK) family members are risk factors for autism and schizophrenia (1). Moreover, whole-exome sequencing and targeted candidate gene sequencing of patient cohorts and family pedigree studies have identified rare variants and genetic risk factors associated with neurobehavioral disorders (2). Although these studies allow for understanding the downstream proteins involved in synaptic dysregulation, much is still unknown about the upstream regulatory factors and molecular mechanisms controlling their expression.

The plant homeodomain (PHD) finger proteins are important epigenetic readers that are associated with chromatin, regulating gene activities. Interactions between 2 subclasses of PHD fingers and histone 3 trimethylated lysine 4 (H3K4me3) and unmodified H3K4 (H3K4me0) have been reported (5, 6). Germline mutations and translocations of the PHD finger in proteins are implicated in certain neurological disorders (e.g., NSD1 and ATRX) (7–10), cancer (e.g., ING1 and PHF23) (11–13), and other immunological disorders (e.g., RAG2 and AIRE) (14–17). A recent study found the PHD finger protein 21B (PHF21B) to be highly expressed in the neurogenic phase of cortical development. Its depletion resulted in the retention of neural progenitor cells in the proliferative zones (18). This finding is interesting because we have previously reported an association between rare single nucleotide variations near the *PHF21B* gene and increased major depressive disorder risk (19). Moreover, the human *PHF21B* gene locus resides in the chromosome 22q13.3 region, whose deletion has been established to be linked to the neurodevelopmental disorder Phelan-McDermid syndrome (20). Synaptogenesis is a major process in cortical development, and synaptic dysfunction manifests in neurobehavioral disorders; therefore, we hypothesized that PHF21B regulates the expression of synaptic plasticity–related genes.

This study generated a PHF21B-depleted mouse model that exhibits social memory deficits. We further identified PHF21B as an important modulator of synaptic transmission and characterized its mechanistic role in interacting with the transcriptional factor CREB and regulating transcriptional activation of synaptic genes. These findings elucidate what we believe are previously unrecognized functional roles for PHF21B in the mammalian brain, with potential implications for several human neurological diseases.

## Results

### Design, generation, and verification of Phf21b^Δ4/Δ4^ animals.

In order to investigate the functional roles of PHF21B in the brain, we generated a whole-body *Phf21b*-depleted mouse line (Phf21b^Δ4/Δ4^) by using CRISPR/Cas9 technology. We specifically targeted exon 4 of the *Phf21b* gene, containing its corresponding PHD domain (Figure 1A). A 268 bp deletion in exon 4 was generated, resulting in a missense out-of-frame mutation and decreasing *Phf21b* expression, verified at the transcript (Figure 1B) and protein (Figure 1, C and D) levels. The animals expressed approximately 60% less PHF21B than their WT counterparts (Figure 1, B–D). Off-target analysis of the CRISPR-mediated editing of *Phf21b* was validated via PCR (Supplemental Figure 1, A–C, and Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.158081DS1). Further, the transcript level of *Shank3*, whose locus (15E3) in the mouse chromosome is near the *Phf21b* locus (15E2), showed no detectable expression level changes (Figure 1E). In addition, no detectable differences were found in the transcript levels of *Phf21a*, a close paralog of *Phf21b*, and the PHF21A downstream targets *Kdm1a* and *Scn1a* (Figure 1E). PHF21B was highly expressed in neural tissue, including the cortex, hippocampus, cerebellum, and spinal cord, compared with other peripheral tissues (Supplemental Figure 1D); however, adult Phf21b^+/+^ and Phf21b^Δ4/Δ4^ animals were not observed to differ in general health or physical measures.

### Phf21b^Δ4/Δ4^ mice exhibit social memory deficits.

We assessed the behavioral phenotype of the Phf21b^Δ4/Δ4^ animals by subjecting them to a series of behavioral tests. The Phf21b^Δ4/Δ4^ mice did not exhibit anxiety-like behaviors, as the amount of time they spent in the center of the open field (Figure 2A) and the open arms of the elevated plus-maze (Figure 2B and Supplemental Figure 2A) did not differ from that of their WT littermates. The Phf21b^Δ4/Δ4^ animals also had normal locomotor activity, as assessed by the total distance traveled in the elevated plus maze (Figure 2C) and the rotarod test (Figure 2D). Moreover, the Phf21b^Δ4/Δ4^ mice did not exhibit behavior despair, as they did not have increased immobility times in the tail suspension (Figure 2E) and forced swim (Figure 2F) tests compared to Phf21b^+/+^ animals. They also did not display anhedonia, as they had similar levels of sucrose preference (Figure 2G) to WT mice.

The Phf21b^Δ4/Δ4^ animals did not differ from their WT counterparts in the percentage of spontaneous alternations in the Y-maze (Figure 2H and Supplemental Figure 2B) and the recognition of a novel object (Figure 2I); these results indicate that they have normal working memory and long-term recognition memory. In addition, the Phf21b^Δ4/Δ4^ animals’ time to learn the location of the platform (Figure 2J), and the mean latency for the Phf21b^Δ4/Δ4^ mice to reach the platform location in the probe trial in the Morris water maze, did not differ from that of the WT animals (Figure 2K). These results suggest that the Phf21b^Δ4/Δ4^ mice have intact learning and long-term spatial reference memory.

Because the human PHF21B gene is located in a chromosomal region linked to autism spectrum disorders, we also tested the sociability of the animals. The social preference index of the Phf21b^Δ4/Δ4^ mice did not differ from the Phf21b^+/+^ animals (Figure 2L). However, the social novelty index of the Phf21b^Δ4/Δ4^ mice was significantly greater than that of the WT animals (Figure 2M), which suggests deficits in social memory. We then administered the 5-trial social memory test to probe this intriguing finding further. The Phf21b^Δ4/Δ4^ mice were able to recognize the novel stranger. However, they could not remember the familiar stranger they had been habituated with. There was no decrease in interaction time during the habituation trials for the Phf21b^Δ4/Δ4^ mice compared to the Phf21b^+/+^ animals (Figure 2N and Supplemental Figure 2, C and D). The score difference between the last habituation trial and the novel trial was significantly lower for the Phf21b^Δ4/Δ4^ mice than the Phf21b^+/+^ animals (Figure 2O). The Phf21b^+/+^ and Phf21b^Δ4/Δ4^ mice did not show disability in detecting or discriminating either nonsocial or social odors (Supplemental Figure 2E). These behavioral data suggest that decreased expression of PHF21B results in impaired social memory.

### Decreased PHF21B expression results in thinner cortices and reduced neurogenesis and astrocyte numbers.

We next examined the brains of the Phf21b^Δ4/Δ4^ mice, given their behavioral deficits. We found that the average cortical thickness of the Phf21b^Δ4/Δ4^ brain was significantly reduced by approximately 100 μm compared with the Phf21b^+/+^ brain (Figure 3, A and B). This result suggests reduced cell numbers and/or diminished neuronal structure. PHF21B modulates cell fate determination (18); therefore, we immunostained the brains for neurogenic markers. There was a reduction in the number of immature neurons (DCX-positive cells) in the dentate gyrus of the Phf21b^Δ4/Δ4^ brain compared with the Phf21b^+/+^ brain (Figure 3, C and D). No detectable difference was found in the number of mature neurons (NEUN-positive cells) (Figure 3, C and E).

In an attempt to account for the thinner cortices of the Phf21b^Δ4/Δ4^ brain, we examined the non-neuronal cell population and found decreased astrocyte numbers in the Phf21b^Δ4/Δ4^ tissues (Figure 3, C and F). The numbers of pro-apoptotic cells (cleaved caspase-3–positive cells) were similar for the Phf21b^Δ4/Δ4^ and Phf21b^+/+^ brains (Figure 3, C and G). We further observed differences in the dendritic arborizations of Phf21b^Δ4/Δ4^ versus Phf21b^+/+^ in primary hippocampal neuronal culture. The total neurite length of Phf21b^Δ4/Δ4^ neurons was significantly greater than that of Phf21b^+/+^ neurons (Figure 3H), with no difference in their total number of branches (Figure 3I). Slight differences in dendritic complexity were also found, with Phf21b^Δ4/Δ4^ neurons having increased complexity in neurites closer to their cell bodies (Figure 3J and Supplemental Table 2). We concluded that PHF21B deficiency negatively affects neuronal and astrocytic cell populations.

### Decreased synaptic protein expression, glutamatergic neurotransmission, and GluN2B/Grin2b levels in the Phf21b^Δ4/Δ4^ hippocampus.

The Cornus Ammonis (CA) 1 and CA2 regions, the principal pyramidal cell fields of the hippocampus, are frequently the focus of social memory research, and diminished astrocyte numbers suggest compromised synaptic maintenance (21). Thus, we next examined neuronal synapses in the Phf21b^Δ4/Δ4^ hippocampus via Golgi staining. Phf21b^Δ4/Δ4^ and Phf21b^+/+^ hippocampal neurons had similar numbers of dendritic spines per unit length (Figure 4, A and B). However, the Phf21b^Δ4/Δ4^ neurons had a larger proportion of thin spines than the Phf21b^+/+^ neurons (Figure 4C).

We also found that the Phf21b^Δ4/Δ4^ hippocampus expressed fewer postsynaptic density 95–positive (PSD-95–positive) clusters per unit area than the Phf21b^+/+^ hippocampus (Figure 4, D and E), and those clusters were smaller (Figure 4F). In addition, there were fewer AMPAR subunit GLUR1-expressing clusters in the hippocampal tissues of Phf21b^Δ4/Δ4^ mice (Figure 4, D, G, and H). These data suggest a compromised synaptic function. Indeed, we detected weaker glutamatergic synaptic transmission in ex vivo hippocampal slices of Phf21b^Δ4/Δ4^ mice compared with Phf21b^+/+^ mice, as described by the reduced input-output relationship recorded from the Phf21b^Δ4/Δ4^ CA1 neurons (Figure 4I). We did not notice differences in the shape of EPSCs from Phf21b^Δ4/Δ4^ and Phf21b^+/+^ mice (Supplemental Figure 3, A and B). Moreover, induction of long-term potentiation (LTP) at the Schaffer collateral pathway was greatly impaired in Phf21b^Δ4/Δ4^ CA1 hippocampal neurons (Figure 4J).

The NMDAR (especially its subunits) is the classical mediator of activity-dependent synaptic plasticity in hippocampal CA1 region. Therefore, we examined the hippocampal levels of GluN2B, a pivotal subunit of NMDAR that mediates synaptic plasticity and is involved in neural development, using immunoblotting and immunofluorescence staining in Phf21b^Δ4/Δ4^ and Phf21b^+/+^ mice (Figure 5, A and B). We found that Phf21b^Δ4/Δ4^ mice had decreased GluN2B levels (Figure 5, C and D). Furthermore, immunofluorescence staining showed that PHF21B depletion impaired hippocampal GluN2B cluster intensity in CA1, CA2, and CA3, which further indicates GluN2B function (Figure 5, B and D). Additionally, expression of the gene encoding GluN2B (*Grin2b*) was decreased in Phf21b^Δ4/Δ4^ mice (Figure 5E). However, the mRNA level for the gene encoding GLUR1 (*Gria1*) tended to decrease but was not significantly changed (*P* = 0.07; Figure 5F). Collectively, these data suggest that decreased PHF21B expression leads to hippocampal synaptic dysfunction.

### PHF21B modulates the expression of genes involved in neurotransmission.

Earlier studies have described PHF21B as being involved in regulating gene expression. To gain mechanistic insight into the role that PHF21B plays in mediating neurotransmission, we performed genome-wide transcriptome profiling by using hippocampal tissues from the Phf21b^+/+^ and Phf21b^Δ4/Δ4^ animals.

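Hippocampal RNA from 3 Phf21bΔ4/Δ4 mice (replicates 2, 3, and 6) and 3 Phf21b+/+ mice (replicates 5, 7, and 8) was sequenced as 1 library per mouse. The libraries were made from total RNA with a kit that removes ribosomal RNA. The authors trimmed the reads with Trimmomatic, mapped them to the mouse genome GRCm38 with STAR, and summarized them over GENCODE genes with featureCounts. They kept genes with a CPM (read counts scaled to library size) of at least 1 in at least 2 samples and normalized to effective library size with edgeR. The values the authors deposited are log2 CPM of 14477 genes, with a small prior count added before the log that the paper's text does not name. Each value corresponded to a whole number of reads with a mean prior count of 0.1, so the reads were worked out from the values. Reads on the listed genes came to 24881257, 22108924, and 23362429 in Phf21bΔ4/Δ4 replicates 2, 3, and 6, with a median of 23362429. In Phf21b+/+ replicates 5, 7, and 8 they came to 20495605, 22435798, and 21516286, with a median of 21516286. The lowest value, -7.81, stood for 0 reads, and Phf21b+/+ replicate 8 had no gene at it. A level of 3 reads, taken as the smallest that the depth can show, was between 0.127 and 0.143 CPM, and it covers counting error only. Where all 3 libraries of a genotype lay at or below 3 reads, the fold change is given as a lower bound against that level. The genotypes were compared on the deposited log2 CPM values with limma's moderated test, in which the prior variance follows the mean expression, with Benjamini-Hochberg adjustment over all 14477 genes. The tests were 2-sided. A gene was taken as differentially expressed at an FDR under 0.1 and a fold change above 1.3, the thresholds of the paper's methods. With 3 mice per genotype, an exact permutation test of a single gene cannot give a p below 0.1. *Phf21b* itself (ENSMUSG00000016624.15) lies on chromosome 15 of GRCm38 from 84785381 to 84856049 on the minus strand. Its level was 3.20 ± 0.919 CPM (SD, n = 3) in Phf21bΔ4/Δ4 mice and 6.07 ± 0.724 CPM (SD, n = 3) in Phf21b+/+ mice. The log2 fold change was -0.96 (standard error 0.26, FDR 0.14 by limma's moderated test), so *Phf21b* was not past the FDR threshold. Each of the 3 Phf21bΔ4/Δ4 mice had a lower level than each of the 3 Phf21b+/+ mice (exact permutation test, p = 0.1). With each mouse left out in turn, the log2 fold change stayed between -1.12 and -0.70. Weighting the mice by limma's arrayWeights moved it most, to -1.32 with an FDR of 0.012.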

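Between the Phf21bΔ4/Δ4 and Phf21b+/+ hippocampi, 176 of the 14477 genes were past an FDR of 0.1 and a 1.3-fold change by limma's moderated test. Of these, 96 were lower and 80 were higher in Phf21bΔ4/Δ4 mice. At an unadjusted p under 0.05 there were 3421 genes. In 4485 genes (31.0%), the 3 mice of one genotype all lay beyond the 3 of the other. Chance gives 10% of genes on average over the ways to split the mice. Where genes vary together, a single split can exceed this by chance. Weighting the mice by limma's arrayWeights moved the number most, to 3549 genes. The number ranged from 9 to 2830 genes when each mouse was left out in turn. The 5 largest decreases in log2 CPM among differentially expressed genes whose genotypes did not overlap were those of *Gm5741*, *Irx2*, *Pou4f1*, *Chat*, and *D130079A08Rik*. *Gm5741* (ENSMUSG00000095845.3), a gene of 415 bp on chromosome 8 from 85067568 to 85067982, had 0 reads in each Phf21bΔ4/Δ4 mouse and 230, 336, and 648 reads in Phf21b+/+ replicates 5, 7, and 8. It was at least 126-fold lower in Phf21bΔ4/Δ4 mice (FDR 0.0023, limma). *Pou4f1*, on chromosome 14 from 104461676 to 104467999, had 2, 1, and 0 reads in Phf21bΔ4/Δ4 replicates 2, 3, and 6 and 385, 286, and 458 reads in Phf21b+/+ replicates 5, 7, and 8 (FDR 0.047, limma). *Irx2*, on chromosome 13 from 72628820 to 72634198, was at least 70.1-fold lower (FDR 0.029, limma), and the long noncoding RNA *D130079A08Rik* was at least 8.92-fold lower (FDR 0.062, limma). *Irx2*, *Pou4f1*, and *Chat* are on a list of medial habenula markers, and the 12 markers on it that are outside the paper's list of differentially expressed genes had a mean log2 fold change of -1.53. Among the largest increases were those of *Ptpru*, *Fibcd1*, *Mpped1*, and *Gm10754*. *Ptpru*, on chromosome 4 from 131768457 to 131838288, rose from 26.6 ± 5.41 CPM (SD, n = 3) in Phf21b+/+ mice to 79.2 ± 20.4 CPM (SD, n = 3) in Phf21bΔ4/Δ4 mice. The log2 fold change of *Ptpru* was 1.56 (standard error 0.23, FDR 0.067 by limma's moderated test). The log2 fold change was 1.51 for *Fibcd1*, 1.42 for *Mpped1*, and 1.36 for *Gm10754*. *Fibcd1* and *Mpped1* are on a list of CA1 markers whose 7 members outside the paper's list had a mean log2 fold change of 0.88, and *Mpped1* lies 927 kb from *Phf21b*.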

We found a set of differentially expressed genes (*n* = 139) in the tissues with an FDR of less than 0.1 (Figure 6A and Supplemental Table 3; RNA-Seq data have been deposited under the accession number GSE201477, National Center for Biotechnology Information Gene Expression Omnibus [NCBI GEO] repository). 

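Gene ontology annotation was not used here, and genes were grouped into families by their symbols. All 4 families were set with the paper's list, which comes from these same mice, already known. Fisher's exact test also takes genes as independent, so its p-values are likely too small where members of a family vary together. No family was tested without the medial habenula markers. The families of gated ion channels had 215 members among the 14477 genes, and 11 of them were differentially expressed where 2.6 were expected. The odds ratio was 4.61 (Fisher's exact test, p = 6.45e-05, and 6.45e-05 after Benjamini-Hochberg adjustment over the 4 families tested). It was between 2.58 and 19.1 with each mouse left out in turn, the highest value coming without Phf21b+/+ replicate 8, and without Phf21b+/+ replicate 5 the exact p was 0.0604. Of the 11 channel genes, 8 were lower and 3 were higher in Phf21bΔ4/Δ4 mice. The nicotinic acetylcholine receptor subunit gene *Chrna3* (ENSMUSG00000032303.7), on chromosome 9 from 55010111 to 55026562, had 0.599 ± 0.185 CPM (SD, n = 3) in Phf21bΔ4/Δ4 mice and 25.4 ± 6.93 CPM (SD, n = 3) in Phf21b+/+ mice. Its log2 fold change was -5.41 (standard error 0.29, FDR 0.0023 by limma's moderated test) and stayed past both thresholds in each of the 6 fits that left out 1 mouse. *Chrnb4*, next to it on chromosome 9 from 55028154 to 55048779, changed by -5.93 (standard error 0.64, FDR 0.038, limma). Both are on the list of medial habenula markers. The chloride channel gene *Ano1*, on chromosome 7 from 144588549 to 144751974, had a log2 fold change of -2.64 (standard error 0.17, FDR 0.0059, limma) and stayed past both thresholds in the same 6 fits. Among the higher channel genes, *Cacna2d3* rose in Phf21bΔ4/Δ4 mice from 97.9 ± 15.0 CPM to 174 ± 14.7 CPM (SD, n = 3 each; FDR 0.070, limma).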

The differentially expressed genes (DEGs) were enriched for synaptic processes, such as synaptic signaling, gated channel activity, and neurotransmitter levels (Figure 6B). The DEGs also showed enrichment for chemical synaptic transmission, which encompasses spontaneous and evoked release of neurotransmitters and all parts of synaptic vesicle exocytosis and cell-cell signaling (Figure 6B). 

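The families of synaptic vesicle and synapse genes, taken by symbol, had 160 members among the genes tested. Of these, 13 were differentially expressed where 1.9 were expected, an odds ratio of 7.68 (Fisher's exact test, p = 7.55e-08, and 3.02e-07 after adjustment). With each mouse left out in turn, the exact p was under 0.05 in 3 of the 6 fits and at most 0.259. In Phf21bΔ4/Δ4 mice 7 of the 13 genes were lower and 6 were higher. The choline transporter gene *Slc5a7*, on chromosome 17 from 54273590 to 54299034 and on the list of medial habenula markers, had 1.37 ± 0.450 CPM in Phf21bΔ4/Δ4 mice and 21.4 ± 7.55 CPM in Phf21b+/+ mice (SD, n = 3 each). Its log2 fold change was -3.96 (standard error 0.33, FDR 0.016 by limma's moderated test). The synaptotagmin genes *Syt9*, *Syt15*, and *Syt6* had log2 fold changes of -3.46, -3.10, and -2.43 (FDR 0.072, 0.058, and 0.047, limma). *Syt6*, on chromosome 3 from 103575231 to 103645569, had 6.50 ± 2.30 CPM in Phf21bΔ4/Δ4 mice and 33.6 ± 4.95 CPM in Phf21b+/+ mice (SD, n = 3 each). Among the higher genes, *Homer1* rose from 173 ± 9.51 CPM to 258 ± 14.7 CPM, *Synj2* from 73.1 ± 5.04 CPM to 126 ± 19.2 CPM, and *Gad2* from 103 ± 4.94 CPM to 159 ± 19.5 CPM (SD, n = 3 each). Their log2 fold changes were 0.57, 0.78, and 0.62 (FDR 0.065, 0.069, and 0.083, limma).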

Genes involved in neuropeptide signaling and G protein–coupled receptor signaling were also differentially expressed between the Phf21b^+/+^ and Phf21b^Δ4/Δ4^ hippocampal tissues (Figure 6B). 

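The neuropeptide families hold peptide precursor and peptide receptor genes, and related genes such as *Crhbp*, taken by symbol. They had 79 members among the genes tested, and 9 were differentially expressed where 1.0 was expected. The odds ratio was 11.0 (Fisher's exact test, p = 4.69e-07, and 9.38e-07 after adjustment). In Phf21bΔ4/Δ4 mice 5 of the 9 genes were lower and 4 were higher. *Tac2*, on chromosome 10 from 127724478 to 127731768 and on the list of medial habenula markers, had 2.76 ± 0.883 CPM in Phf21bΔ4/Δ4 mice and 31.4 ± 2.82 CPM in Phf21b+/+ mice (SD, n = 3 each). The log2 fold change of *Tac2* was -3.56 (standard error 0.25, FDR 0.0090 by limma's moderated test). *Adcyap1*, on chromosome 17 from 93199017 to 93206537, had 5.48 ± 2.23 CPM in Phf21bΔ4/Δ4 mice and 20.1 ± 2.46 CPM in Phf21b+/+ mice (SD, n = 3 each), a log2 fold change of -1.96 (FDR 0.069, limma). *Crhbp* rose from 19.2 ± 1.55 CPM to 35.0 ± 1.37 CPM (SD, n = 3 each), a log2 fold change of 0.87 (FDR 0.036, limma). The G protein–coupled receptor families had 202 members, and 13 were differentially expressed where 2.5 were expected, an odds ratio of 5.96 (Fisher's exact test, p = 1.12e-06, and 1.49e-06 after adjustment). Of these, 6 were lower and 7 were higher in Phf21bΔ4/Δ4 mice. *Sstr4* and *Mchr1* are counted in both the neuropeptide and the receptor families, so the tests of these families overlap. With each mouse left out in turn, the exact p stayed under 0.05 in 5 of the 6 fits for the neuropeptide families and in 3 of the 6 fits for the receptor families. *Gpr151*, on chromosome 18 from 42577881 to 42579652 and on the list of medial habenula markers, had 1.36 ± 0.454 CPM in Phf21bΔ4/Δ4 mice and 47.5 ± 4.25 CPM in Phf21b+/+ mice (SD, n = 3 each). Its log2 fold change of -5.18 (standard error 0.25, FDR 0.0023, limma) stayed between -5.42 and -4.92 with each mouse left out in turn. *Gpr161*, on the list of CA1 markers, rose from 51.2 ± 9.05 CPM to 130 ± 6.65 CPM (SD, n = 3 each), a log2 fold change of 1.36 (FDR 0.029, limma). The serotonin receptor gene *Htr1a* rose from 25.5 ± 1.56 CPM to 51.4 ± 8.60 CPM (SD, n = 3 each), a log2 fold change of 1.00 (FDR 0.058, limma). From such differences between the genotypes, the paper states that PHF21B modulates the expression of genes involved in neurotransmission.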

A large majority of the DEGs were neuron specific (Figure 6C), further illustrating that PHF21B plays a role in modulating the expression of genes involved in synaptic plasticity. We were able to verify 5 of the 8 randomly selected DEGs (63%) with significant fold changes by using quantitative reverse transcriptase polymerase chain reaction (qRT-PCR). Specifically, we were able to verify the expression changes for the *Gm5741*, *Chat*, *Slc18a3*, *Vav3*, and *Fibcd1* genes (Figure 6D) but were not able to validate *Nppa*, *Gm38534*, and *D130009I18Rik*.

### PHF21B regulates transcription through its interaction with H3K9ac, H3K9me2, and CREB, and it interacts with H3K36me3.

Previous studies have reported an epigenetic role for PHF21B in transcriptional repression. Therefore, we examined the epigenetic landscape changes in the Phf21b^Δ4/Δ4^ hippocampus to validate this possibility. We found that markers of transcription activation (H3K9ac) and transcription repression (H3K9me2) (Figure 7, A and B) were increased in Phf21b^Δ4/Δ4^ hippocampal tissues as compared with Phf21b^+/+^ tissues, which suggests that PHF21B could have roles in both transcriptional activation and repression. These results are in line with Basu et al.’s findings (18). Moreover, these histone modifications bind to the *Grin2b* gene promoter region (22, 23). The relatively greater increase in the repressive H3K9me2 (~6 folds) than the activating H3K9ac (~3 folds) coupled with the higher specificity of PHF21B to H3K9me2 than H3K9ac (18) contributed to the net elevation of H3K9me2 activity. Thus, decreasing *Grin2b* gene and GluN2B (Figure 5, C and E) expression in Phf21b^Δ4/Δ4^ hippocampi decreased glutamatergic neurotransmission in CA1.

We examined PHF21B’s chromatin binding because the PHF21B protein contains a PHD domain that binds to DNA. We used purified PHF21B protein in a MODified Histone Peptide Array (Active Motif) to test its affinity for specific histone modifications. The array revealed preferential binding of PHF21B to H3K36me3, a histone modification marker associated with transcriptionally active genes (Figure 7C and Supplemental Figure 4). Furthermore, immunohistochemistry studies showed that WT hippocampal neurons had a greater colocalization index of PHF21B with H3K36me3 compared with either protein with DAPI (an established marker of transcriptionally silent heterochromatin) (Supplemental Figure 5, A–C). Furthermore, PHF21B and H3K36me3 protein levels were reduced in the hippocampus of Phf21b^Δ4/Δ4^ animals (Figure 1C and Figure 7, D and E). Notably, we further verified this interaction via co-immunoprecipitation and detected PHF21B in the H3K36me3-immunoprecipitated fraction (Figure 7F). Additionally, both PHF21B and H3K36me3 were found to be present at the promoter region, specifically at the transcriptional start site, of the PHF21B target gene *Chat* (Figure 7G). To further establish PHF21B as a regulator of transcriptional activation, we measured the levels of the well-known transcription factor CREB (24, 25) and its phosphorylated active form, p-CREB — phosphorylated at the serine residue 133 (S133) — and found that the latter was decreased in Phf21b^Δ4/Δ4^ hippocampi (Figure 7, H and I). We then performed co-immunoprecipitation of PHF21B with CREB and p-CREB (S133). Our results showed that PHF21B interacts with CREB (Figure 7J). Also, PHF21B interaction with p-CREB (S133) may be decreased in Phf21b^Δ4/Δ4^ hippocampal tissues (Figure 7, K and L); however, this finding may be confounded by the reduced p-CREB (S133) levels (to ~25%; Figure 7I) and PHF21B levels (to ~60%; Figure 1C) in Phf21b^Δ4/Δ4^ hippocampi compared with WT. Together, these data uncovered what we believe is a previously unknown functional role of PHF21B as a mediator of transcriptional activation through CREB and p-CREB (S133) and established H3K36me3 as a potentially novel interactor for PHF21B. PHF21B also mediates transcription activation and repression by binding to H3K9ac and H3K9me2.

## Discussion

Here we elucidated a mechanistic role for PHF21B in regulating synaptic plasticity via controlled transcriptional activation. PHF21B depletion led to decreased neurotransmission and induction of LTP, which ultimately manifested as social memory deficits in a Phf21b^Δ4/Δ4^ mouse model. We have presented structural and functional evidence of what we believe is a previously unrecognized functional role for PHF21B in transcriptional activation.

In previous work, we were the first to show that this PHF protein was expressed and had a function in the brain (19). Basu et al. studied PHF21B during embryogenesis based on our original observation. PHF21B is induced during neurogenesis and exhibits a distinct spatiotemporal expression pattern during cortical development (18). Depletion of PHF21B in vivo inhibited neuronal differentiation. It is noteworthy that PHF proteins regulate plant roots and mammalian cerebral cortex development. We show that PHF21B functions go well beyond development and are critical for normal brain functioning that affects social behavior.

Previous studies postulated that PHF21B functions similarly to PHF21A as a transcriptional repressor due to their sequence homology (26). Therefore, PHF21B had been associated with epigenetic repressors like histone deacetylase HDAC2 and KDM1A (18). However, in our data set, PHF21B was associated with a noticeably more prominent number of downregulated genes with more significant fold change (~3 orders of magnitude) than upregulated ones. Consequently, PHF21B potentially functions instead of or also as an enabler of transcriptional activation since PHF21B binds to the histone modification H3K9ac (Figure 7, A and B) and CREB, which may contribute to the phenotype of PHF21B depletion. 

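Among the differentially expressed genes, the median fold change was 4.66 for the lower genes and 1.69 for the higher genes. A change above 2-fold was measured for 75 lower genes and for 15 higher genes, and the largest increase was 2.95-fold. The 3 Phf21bΔ4/Δ4 libraries were all at or below 3 reads in 13 of the lower genes, and the lower bounds on their fold changes ranged from 8.92 to 126. Among the lower genes with more than 3 reads in at least 1 Phf21bΔ4/Δ4 library, the largest change was the 61.0-fold decrease of *Chrnb4*. The share of lower genes was 54.5% with the values as deposited and 82.7% when the prior variance was the same for all genes. With each mouse left out in turn it ranged from 47.5% to 100.0%. Higher genes outnumbered lower genes when each mouse was centred on its median (94 lower and 104 higher) and, in tests chosen after the results were seen, after correction for GC content (145 and 430) or transcript length (118 and 221). These changes also raised the median log2 change over all genes, from -0.019 to between 0.03 and 0.08. Quantile normalization raised it too, to 0.019, but gave 95 lower and 61 higher genes. How far the shift of the median accounts for the higher genes was not tested.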

The recruitment of CREB may also mediate transcription activation by PHF21B binding to the histone modification H3K36me3 at the transcriptional start sites of target genes. However, further studies are needed to establish whether H3K36me3 is necessary for transcription regulation. Both H3K9ac and H3K9me2 bind to the *Grin2b* gene promoter region (22, 23) and have opposite roles in regulating *Grin2b* gene expression. The repressive H3K9me2 decreased NR2B expression and glutamatergic neurotransmission in the Phf21b^Δ4/Δ4^ mice.

In another line of investigation, a similar role in recruitment was also reported in PHF21A because it is involved in neuron-specific gene repression by serving as a scaffold protein in the BRAF-HDAC complex (27). Although PHD fingers are more commonly reported to recognize methylation of H3K4 (28), binding to methylated H3K36 has also been documented, at least in yeast (29). Further, most of the DEGs (98 out of the 139, 70.5%) identified in our RNA-Seq of Phf21b^Δ4/Δ4^ versus Phf21b^+/+^ hippocampal tissues are predicted to possess CREB binding sites in their promoter/enhancer regions (30). Thus, in combination with previous reports, the data set presented here describes a dual function for PHF21B in transcriptional regulation, presumably governed by the type of histone modification it binds to and the subsequent recruitment of cofactors.

A vast body of evidence links complex neurobehavioral disorders to epigenetic gene regulatory mechanism aberrations (31–34). However, a major challenge in uncovering these mechanisms is the unequivocal identification of the molecules involved and their connections to genes. Although the Phf21b^Δ4/Δ4^ mouse generated here is a knockdown model, marked gene changes were still observed by RNA-Seq, with a large proportion of the DEGs being related to synaptic processes (e.g., synaptic and trans-synaptic signaling, chemical synaptic transmission, regulation of neurotransmitter). This finding underscores the sensitivity of the gene expression mechanisms controlling these genes to changes in the levels of their epigenetic regulators, which is the PHF21B in this case. Moreover, expression changes of genes involved in glutamate binding, activation of AMPAR, synaptic plasticity, AMPAR trafficking (such as *Prkcb*, *Ap2b1*, *Akap5*), and negative regulation of NMDAR-mediated neuronal transmission (such as *Camk4* and *Ppm1e*) may also have contributed to deficits in neurotransmission and in the inability of Phf21b^Δ4/Δ4^ CA1 neurons to induce LTP. This functional deficit likely manifested as the impaired social memory observed in the Phf21b^Δ4/Δ4^ mice. 

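*Prkcb* (ENSMUSG00000052889.11), on chromosome 7 from 122288751 to 122634402, had 785 ± 58.2 CPM in Phf21bΔ4/Δ4 mice and 467 ± 65.8 CPM in Phf21b+/+ mice (SD, n = 3 each). *Prkcb* changed by 0.75 on the log2 scale (standard error 0.13, FDR 0.081 by limma's moderated test). *Ap2b1* (ENSMUSG00000035152.14), on chromosome 11 from 83299024 to 83405035, had 665 ± 56.5 CPM and 410 ± 44.5 CPM, a log2 fold change of 0.70 (standard error 0.11, FDR 0.079, limma). *Akap5* (ENSMUSG00000021057.15), on chromosome 12 from 76324891 to 76334153, had 170 ± 28.8 CPM and 92.9 ± 4.96 CPM, a log2 fold change of 0.86 (standard error 0.13, FDR 0.067, limma). For *Camk4* (ENSMUSG00000038128.7), on chromosome 18 from 32934931 to 33191228, the levels were 89.9 ± 14.5 CPM and 46.6 ± 6.99 CPM, and the log2 fold change was 0.95 (standard error 0.16, FDR 0.081, limma). For *Ppm1e* (ENSMUSG00000046442.4), on chromosome 11 from 87226906 to 87359023, they were 568 ± 63.7 CPM and 353 ± 17.5 CPM, and the log2 fold change was 0.68 (standard error 0.11, FDR 0.072, limma). All 5 genes were higher in Phf21bΔ4/Δ4 mice, and in each of them the 3 Phf21bΔ4/Δ4 mice lay above the 3 Phf21b+/+ mice. With each mouse left out in turn, *Akap5* and *Ppm1e* stayed under an FDR of 0.1 in 2 of the 6 limma fits and *Prkcb*, *Ap2b1*, and *Camk4* in 1 of the 6, while the increases remained in all 6.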

The discovery that PHF21B is a common regulator of a sizable group of synaptic genes is meaningful to expanding the knowledge of epigenetic mechanisms of synaptic plasticity and behavior.

Dysfunction of PHD-containing proteins in the brain is often associated with neurobehavioral disorders. Intellectual disability and epilepsy in human patients were found to be caused by de novo truncating variants in PHF21A (35, 36). Moreover, increased seizure sensitivity, emotional defects, and cognitive impairment were reported in PHF24-null rats (37). In contrast, loss of PHF8 conferred resistance to depressive- and anxiety-like behaviors in mice (38). We report here impaired social memory as a result of PHF21B depletion, further highlighting the importance of PHD proteins to proper brain function.

Social memory is vital for many social behaviors (39). Aberrant social behaviors manifest in neuropsychiatric disorders, such as autism, major depression disorder, and schizophrenia (40). The hippocampus is essential for encoding social memory (41–43). Of note, the Phf21b^Δ4/Δ4^ mice displayed normal social recognition but impaired social memory, as they did not habituate to the familiar stranger. Decreased GluN2B levels, impaired LTP, reduced synaptic efficacy, and altered expression of synaptic genes in the hippocampi of Phf21b^Δ4/Δ4^ mice likely contributed to their social memory deficits, as CA1 plays a specific role in social memory storage (43).

Finally, phosphorylation of CREB at S133 has been shown to be important for late-phase LTP (41, 44, 45) and consolidation of social memory (46–48); p-CREB (S133) expression levels were reduced in Phf21b^Δ4/Δ4^ hippocampi. Acetylcholine biosynthesis or neuropeptide signaling may have contributed to social memory deficits in the Phf21b^Δ4/Δ4^ mice. *Chat*, which encodes the enzyme that catalyzes the biosynthesis of acetylcholine, was one of the top DEGs in our RNA-Seq. It was decreased in Phf21b^Δ4/Δ4^ hippocampal tissues. It is noteworthy that administering the acetylcholine antagonist scopolamine blocks social memory formation (49). 

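*Chat* (ENSMUSG00000021919.8) lies on chromosome 14 of GRCm38 from 32408203 to 32465989 on the minus strand. It had 1, 0, and 0 reads in Phf21bΔ4/Δ4 replicates 2, 3, and 6 and between 78 and 169 reads in the Phf21b+/+ mice. Its level in Phf21b+/+ mice was 5.19 ± 2.11 CPM (SD, n = 3), and in Phf21bΔ4/Δ4 mice it was at least 36.3-fold lower (FDR 0.050 by limma's moderated test). *Chat* was under an FDR of 0.1 in 3 of the 6 limma fits that each left out 1 mouse, and the FDR ranged from 0.015 to 0.26. *Slc18a3*, from 32462438 to 32464850, lies within *Chat* on the same strand, so reads of the 2 genes could not be fully told apart where they overlap. *Chat* is also on the list of medial habenula markers.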

Dysregulated neuropeptide signaling may lead to social memory deficits. For example, loss of function of the oxytocin gene (50), or its receptors (51), has been reported to lead to social amnesia in mice. PHF21B is highly expressed in the pituitary gland (52), an established CNS hub of neuropeptide signaling. Therefore, in future studies, it would be intriguing to investigate the role of PHF21B in modulating neuropeptide activity and the effects of both PHF21B and neuropeptide activity on downstream behaviors such as social memory.

In summary, we have shown that PHF21B functions as a key upstream regulator of gene expression events linked to neurotransmission regulating social memory. Upcoming work will focus on CA2 and the prefrontal cortex as these regions have specific roles in social memory (43, 53), and Phf21b^Δ4/Δ4^ mice have decreased GluN2B clustering in CA2 (Figure 4F) and morphological defects in the cortex. In addition, future studies are needed to establish PHF21B as a candidate therapeutic target for the underlying synaptic dysfunction that is widely prevalent in neurobehavioral disorders.

There are limitations of this study, including the fact that PHF21B is highly expressed in neural tissues, comprising peripheral and gastrointestinal tract nerves that can affect the production of neurotransmitters, which may be a confounder in our studies, where we used a mouse model with whole-body PHF21B depletion.

## Methods

### Animals.

Phf21b^Δ4/Δ4^ animals were generated by using standard CRISPR/Cas9 methodology at the South Australia Genome Editing Facility of the University of Adelaide. Two CRISPR guides were designed to disrupt exon 4 of the Phf21b gene in mice. 

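Both guides match exon 4 of *Phf21b* on chromosome 15 of GRCm38, which runs from 84804760 to 84805110 on the minus strand. The exon is 351 bp long, all of it coding, and is exon 4 in the annotated transcripts Phf21b-201, Phf21b-203, and Phf21b-205. The guide CGGTCCCTGCCCGGGGTGAC matches positions 84805055 to 84805074, and the 3 bases that follow it are AGG. The guide CTGCACTTTGATGCCGTCGC matches positions 84804787 to 84804806, followed by TGG. Each guide is antisense to the transcript. Cas9 is taken to cut 3 bases before the NGG motif, which lies between 84805071 and 84805072 for the first guide and between 84804803 and 84804804 for the second. The 268 bp between these cuts leave a remainder of 1 on division by 3. Log2 CPM values summed over a gene give no reads per exon, so the deletion itself was not measured.

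**Figure D1:**
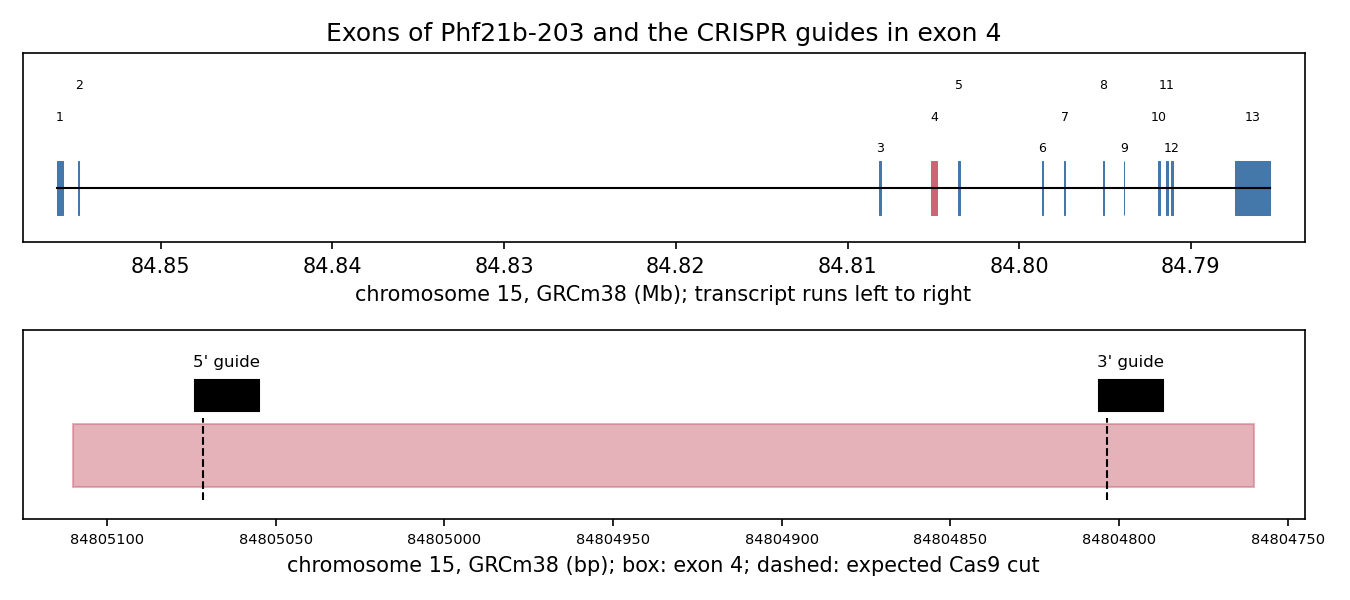
Exons of transcript Phf21b-203 along chromosome 15 of GRCm38 (upper panel, Mb) and the guide positions within exon 4 (lower panel, bp), both drawn in the direction of transcription. Boxes are exons with exon 4 in red, black bars are the guides, and dashed lines are the cut positions taken for Cas9, which lie 268 bp apart.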

The guide sequences used were: 5′ CRISPR guide: CGGTCCCTGCCCGGGGTGAC; and 3′ CRISPR guide: CTGCACTTTGATGCCGTCGC. Founders were screened by PCR and confirmed by Sanger DNA sequencing. The animals were maintained on a C57BL/6J genetic background. Mice were genotyped by PCR by using genomic DNA from tail clip samples. Mice were group-housed in humidity- and temperature-controlled (22 ± 1°C) rooms with a 12-hour light/12-hour dark cycle. Animals were given ad libitum access to food and drinking water. Young adult male and female Phf21b^+/+^ and Phf21b^Δ4/Δ4^ littermates between 2 and 6 months old were used for all experiments, unless otherwise specified.

### Behavioral testing.

All behavioral tests were conducted in dedicated experiment rooms during the lights-on cycle. Equal numbers of adult (8–12 weeks old) male and female animals were used. Preliminary testing showed no differences in the results obtained from both sexes, and hence the data obtained are from both sexes. The mice were put into the testing rooms about an hour before testing. All test sessions were video-recorded and analyzed by using either ANY-maze 2.0 (Stoelting Co.) or EthoVision XT 11.5 (Noldus Information Technology) software. All behavioral procedures were performed with an experimenter blinded to the genotypes of the mice. Detailed description of behavioral protocols can be found in the Supplemental Methods.

### Electrophysiology.

Male and female Phf21b^+/+^ and Phf21b^Δ4/Δ4^ mice (2–3 months old) were used. The final LTP data shown were collected from male mice, and final input/output and paired-pulse ratio data shown were collected from female mice.

After euthanasia by decapitation, mouse brains were quickly moved into a semifrozen sucrose dissection solution consisting of 75 mM sucrose, 87 mM NaCl, 2.5 mM KCl, 1.25 mM NaH_2_PO_4_, 7 mM MgCl_2_, 25 mM NaHCO_3_, 10 mM glucose, 0.5 mM CaCl_2_, 1.3 mM ascorbic acid (54), and oxygenated by bubbling with an admixture of 95% O_2_ and 5% CO_2_. Transverse hippocampal slices (350 μm) were obtained by using a Leica VT1200 S (Leica Biosystems). Slices were transferred in an artificial cerebrospinal fluid (aCSF) solution consisting of 126 mM NaCl, 18 mM NaHCO_3_, 2.5 mM KCl, 2.4 mM MgCl_2_, 1.2 mM CaCl_2_, 1.2 mM NaH_2_PO_4_, and 11 mM glucose (55) and oxygenated with 95% O_2_ and 5% CO_2_. Slices were first incubated at 32°C for 45 minutes, then kept at room temperature (RT) for the remainder of the experiment.

Standard whole-cell patch clamp was performed on visually identified CA1 pyramidal neurons. Slices were transferred to a recording chamber and perfused with oxygenated aCSF (containing 100 μM picrotoxin) at 32°C. Patch pipette internal solution consisted of 128 mM potassium gluconate, 8 mM NaCl, 0.4 mM EGTA, 2 mM Mg-ATP, 0.3 mM Na-GTP, and 5 mM QX-314, buffered with 10 HEPES [pH 7.3]. Electrode resistance was 6–8 MOhm. Neurons were voltage-clamped at –60 mV. Presynaptic stimulation of Schaffer collateral afferents in stratum radiatum was delivered at 0.033 Hz with a bipolar metal electrode (FHC Inc.) to evoke EPSCs. After 10 minutes of baseline recording stable EPSCs, the cell was voltage-clamped to +30 mV, and a train of 240 stimuli at 4 Hz was applied to induce LTP. After induction, the cell was clamped to –60 mV, and EPSCs were recorded for 50 minutes. LTP was quantified by the ratio of average amplitudes of EPSCs after induction over the baseline average. For input/output relationship, EPSCs were evoked by a series of stimuli with increasing intensity (from 20 to 2400 μA). The amplitude of each EPSC (i.e., output) was measured and plotted against the corresponding stimulation intensity (i.e., input). Data were collected by using a MultiClamp 700B amplifier (Axon Instruments) and pCLAMP 11 software (Molecular Devices).

### Transcriptome profiling.

RNA-Seq was performed by the Molecular Analysis Core Facility at State University of New York Upstate Medical University. RNA was extracted from Phf21b^+/+^ and Phf21b^Δ4/Δ4^ mouse hippocampal issues by using an RNeasy Mini Kit (Qiagen). RNA quality and quantity were assessed by using an RNA 6000 Nano Kit (Agilent Technologies) on an Agilent 2100 Bioanalyzer system (Agilent Technologies). For library prep, 500 ng total RNA was used as input to the TruSeq Total RNA Library Prep Ribo-Zero Gold Kit (Illumina). Library size distribution was determined by using a DNA 1000 Kit (Agilent Technologies) on the Agilent Bioanalyzer, and libraries were quantified by using a Qubit double-stranded DNA HS Assay Kit (Thermo Fisher Scientific) on a Qubit 3.0 fluorometer (Thermo Fisher Scientific). Libraries were sequenced with single-end 75 bp on a NextSeq 500 (Illumina) instrument. An average 32 million single-end 75 bp reads per sample were generated from sequencing. Sequencing quality was assessed by FastQC (v0.11.8) (56). Low-quality bases/reads and adaptors were removed from reads by Trimmomatic (v0.39) (57). The trimmed reads were mapped to GENCODE GRCm38 release M24 mouse reference genome by using STAR aligner (v2.7.3a) (58). Reads mapped to genes were summarized by the featureCounts program (59) in subread v1.6.4. Genes were filtered by counts per million ≥ 1 in at least 2 samples, and data were normalized to effective library size by edgeR (v3.28.1) (60). Differential gene expression analyses were performed by using edgeR. RNA-Seq data were deposited under the accession number GSE201477, NCBI GEO repository. Threshold for FDR was set at less than 0.1, and fold changes greater than ±1.3 were considered statistically significant. RNA-Seq and qRT-PCR confirmation studies were performed once. GO term enrichment analysis was performed by using the PANTHER database (61, 62), with the enrichment criteria of *P* < 0.05 and gene count > 5. Heatmap for visualization of differential gene expression was generated by using ClustVis (63).

### RNA extraction, cDNA conversion, and qRT-PCR.

Brain tissues were homogenized on ice by using a Dounce homogenizer. Total RNA was extracted with TRIzol (Thermo Fisher Scientific). Extracted RNA was resuspended in nuclease-free water and stored at –80°C until use. cDNA was synthesized by using oligo(dT) primers and iScript cDNA Synthesis Kit (Bio-Rad Laboratories, Inc.). qRT-PCR was performed by using SYBR Select Master Mix for CFX (Thermo Fisher Scientific) on a CFX384 Touch Real-Time PCR Detection System (Bio-Rad Laboratories, Inc.). Gene expression values were normalized to that of the housekeeping gene *Gapdh*. Primer sequences are listed in Supplemental Table 4.

### Protein extraction and immunoblotting.

Brain tissues were homogenized on ice in RIPA cell lysis buffer (10 mM Tris-HCl [pH 8.0], 140 mM NaCl, 1 mM EDTA, 1 mM PMSF, 1% Triton X-100, 0.1% sodium deoxycholate, 0.1% SDS) by using a Dounce homogenizer. For immunoprecipitation/co-immunoprecipitation, tissue samples were homogenized in RIPA lysis buffer without SDS; approximately 1 mg clarified total protein lysis was rotationally incubated with protein A/G agarose beads and indicated antibody or IgG control (4 μg) at 4°C overnight. Precipitated proteins were incubated and eluted with 50 μL 0.1 M glycine at pH 2.5 to 3 at RT for 10 minutes after wash of immunoprecipitation beads, and then 1 μL 10 N NaOH_2_ was immediately added to elution sample to neutralize pH. Protein samples were denatured and separated on SDS-PAGE gels under reducing conditions. After transferring onto PVDF membranes, they were blocked with 5% BSA in Tris-buffered saline (TBS) containing 0.1% Tween 20. The membranes were incubated overnight at 4°C with primary antibodies. Primary antibodies used were anti-CREB (1:500, Cell Signaling Technology, 9197), anti-GAPDH (1:10,000, Cell Signaling Technology, 5174), anti-H3K9ac (1:500, MilliporeSigma, 06-942-S), anti-H3K9me2 (1:500, Abcam, 1220), anti-H3K36me3 (1:500, Thermo Fisher Scientific, Ma5-24687), anti-Histone H3 (1:500, MilliporeSigma, 06-755), anti–p-CREB (S133) (1:500, Cell Signaling Technology, 9198), anti-PHF21B (1:2000, Invitrogen, PAS-7686), and anti-GluN2B (1:500, ProteinTech, 21920-1-AP). Amersham ECL horseradish peroxidase–linked secondary antibodies (1:5000, Cytiva, NA934V and NA931V) were used to detect the primary antibodies. Blots were developed by using SuperSignal Chemiluminescent Substrate (Thermo Fisher Scientific) and imaged with a ChemiDoc MP Imaging System (Bio-Rad Laboratories, Inc.). Band densitometry analysis was done on the ImageJ software (NIH).

### Golgi staining.

Golgi staining was performed by using an FD Rapid GolgiStain Kit (FD NeuroTechnologies Inc.) with minor modifications as described (64). Sectioning was performed on a cryostat maintained at –20 to –22°C. Sections of 150 μm were obtained and mounted onto gelatin-coated glass microscope slides. Air-dried sections were washed with double-distilled water and immersed in the staining solution for 10 minutes, followed by graded dehydration in ethanol. Xylene was used to clear the sections, which were then mounted with Permount (VWR International, LLC.).

### Sample preparation, immunohistochemistry, and image acquisition and analysis.

For obtaining brain sections, deeply anesthetized mice, with ketamine (150 mg/kg)/xylazine (10 mg/kg), were perfused through the heart with ice-cold 0.1 M phosphate buffer, followed by ice-cold 4% paraformaldehyde (PFA). Harvested brains were postfixed for 24 hours and then transferred to 30% sucrose solution for cryoprotection; 20 or 40 μm thick sections were obtained for immunostaining. For obtaining primary neuronal cultures, primary neurons were dissociated from postnatal day 0 pups from Phf21b^+/+^ and Phf21b^Δ4/Δ4^ animals as described (65). Dissociated neurons were plated onto glass coverslips and maintained in a humidified incubator at 37°C and 5% CO_2_ until use. At day in vitro 9, the neurons were washed with PBS and fixed with 4% PFA-containing PBS.

For immunostaining, samples were blocked with 5% donkey serum in TBS containing 0.1% Triton X-100 and incubated overnight with primary antibodies. Images were taken on a Zeiss LSM780 confocal microscope system. Laser intensity and gain parameters were kept constant for all images in the same experiment. Signal intensities were quantified by using ImageJ software. Neurite tracings were made by using the Simple Neurite Tracer ImageJ plug-in (66). Analysis of dendritic arborization was performed by using the Sholl plug-in in ImageJ (67). Imaging and analysis of Golgi-stained brain sections were done for secondary branches. Fluorescence signal colocalization was quantified using the Colocalization Colormap plug-in in ImageJ (68). The primary antibodies used were anti–cleaved caspase-3 (1:500, Cell Signaling Technology, 9664), anti-Doublecortin–Alexa Fluor 488 (1:500, Santa Cruz Biotechnology, sc-271390) anti-GFAP (1:500, MilliporeSigma, mab360), anti-GLUR1 (1:500, MilliporeSigma, abn241), anti-GluN2B (1:500, ProteinTech, 21920-1-AP), anti-MAP2 (1:1000, MilliporeSigma, m9942), anti-NEUN (1:500, MilliporeSigma, mab377), anti-H3K36me3 (1:500, Thermo Fisher Scientific, Ma5-24687), anti-PHF21B (1:500, Invitrogen, PAS-7686), and anti–PSD-95 (1:500, Abcam, 12093). Alexa Fluor secondary antibodies (1:500, Thermo Fisher Scientific, A21432, A11055, A31571, and A31572) were used. Nuclei were stained with DAPI.

### Histone peptide array.

We obtained a human *PHF21B* Myc-tagged ORF clone (Origine), transfected it into HEK293 cells (ATCC), and produced and purified recombinant human PHF21B protein to incubate it with the MODified Histone Peptide Array (Active Motif) following the manufacturer’s protocol. A charge-coupled device camera was used to capture images, and image analyses were performed using the freely available Active Motif’s Array Analyze Software. This experiment was performed once.

### Data and materials availability.

All unique/stable reagents and animals generated in this study are available from the corresponding author with a completed material transfer agreement. A list of all DEGs in our RNA-Seq data is provided in Supplemental Table 3. Further information and requests for resources and reagents should be directed to, and will be fulfilled by, the corresponding author, Ma-Li Wong.

### Statistics.

Experiments were repeated at least 2 times, unless otherwise noted. A total of 4–6 image fields from each brain section were analyzed, with 3–5 sections immunostained per brain. A minimum of 30 cells were analyzed for each condition for primary neuron cultures. Statistical testing was performed by using GraphPad Prism. We used 2-tailed Student’s *t* test, 1-way ANOVA, 2-way ANOVA, or mixed effects analysis for normally distributed data and Welch’s *t* test, Wilcoxon-Mann-Whitney test, or Kruskal-Wallis test for non-normal data. A *P* value less than 0.05 was considered significant.

### Study approval.

All animal experiments were performed according to approved protocols by the IACUC of the State University of New York Upstate Medical University and the Animal Ethics Committees of the South Australian Health and Medical Research Institute, Flinders University, and the University of Adelaide. All procedures followed the *NIH Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011) and the Australian Code for the care and use of animals for scientific purposes (69).

## Author contributions

JL and MLW conceived of the study. MDL, MW, and MLW designed the methodology. EWMC, QM, HR, CC, and AS conducted the investigation. EWMC, CZ, QM, and CL completed formal raw data analyses, and EWMC, QM, and MLW curated the raw data. TLS, WA, JL, WDY, XYL, and JL provided insights or reagents. Visualization was completed by EWMC, MLW, QM, CC, and CZ. All authors analyzed the processed data. EWMC wrote the original draft, which EWMC, TLS, MB, WDY, XYL, WA, JL, and MLW reviewed and edited. EWMC and MLW supervised the project. Funding was acquired by JL, MB, MLW, and WA.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
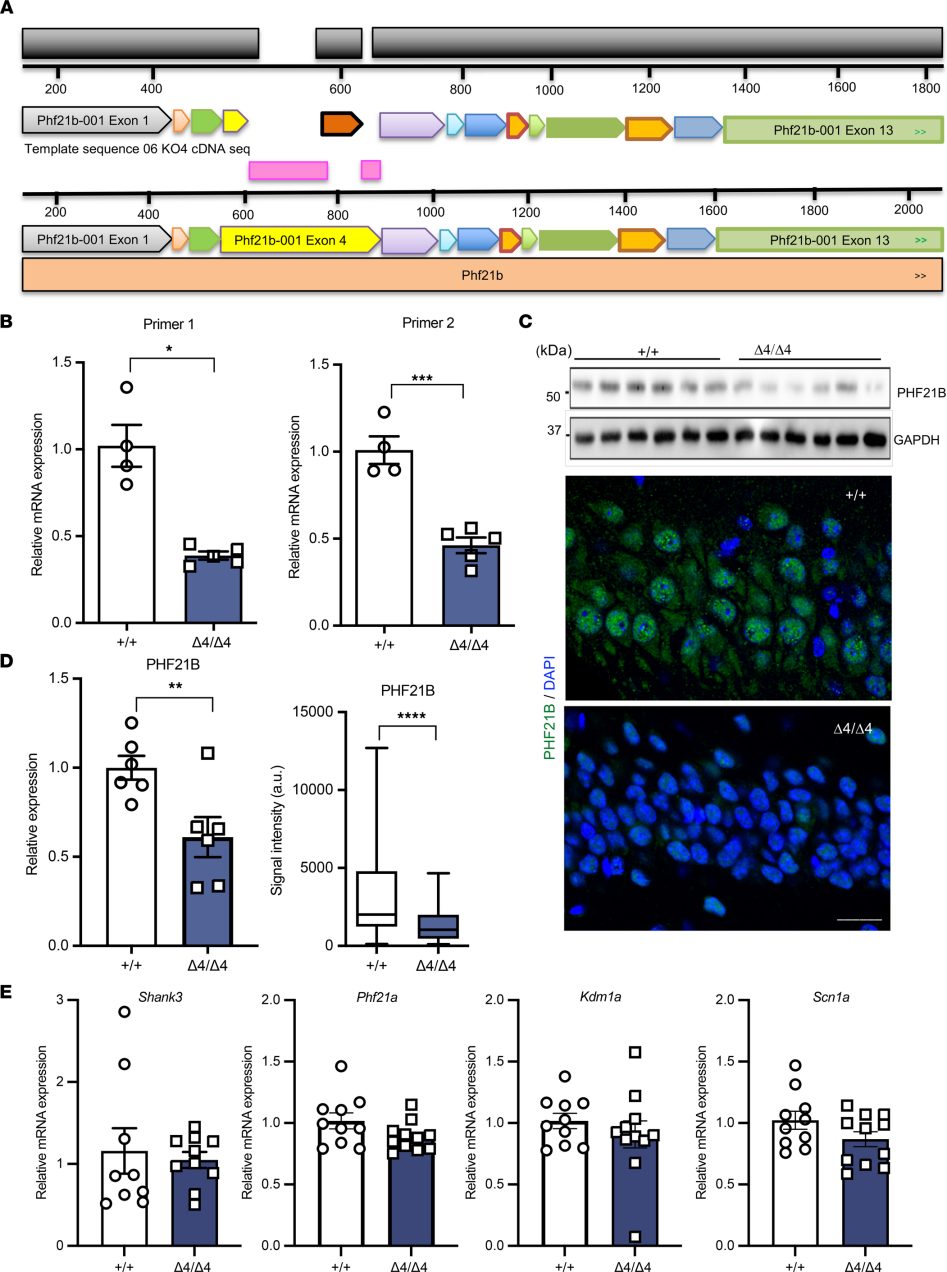
Generation and verification of Phf21b^Δ4/Δ4^ animals. (**A**) Alignment of PHF21B cDNA sequences in Phf21b^+/+^ (+/+) and Phf21b^Δ4/Δ4^ (Δ4/Δ4) mice. Pink regions depict the sequences that were deleted in the Δ4/Δ4 mouse model. (**B**) Quantification of *Phf21b* mRNA transcript expression in +/+ and Δ4/Δ4 hippocampal tissues by using 2 different targeting primer pairs; *n* = 4–5/group. (**C**) Representative images of (top panels) hippocampal Western blots (each lane is an individual animal) and (bottom panels) immunostained nuclei of CA1 neurons of PHF21B expression levels in +/+ and Δ4/Δ4 animals; scale bar: 20 μm. (**D**) Quantification of PHF21B immunoblot (left, *n* = 6/group) and signal intensity in immunostained (right, *n* = 5/group) +/+ and Δ4/Δ4 hippocampal sections. (**E**) mRNA transcript expression of (from left to right) *Shank3*, *Phf21a*, *Kdm1a*, and *Scn1a* in +/+ and Δ4/Δ4 animals, evaluated once; *n* = 10/group. Values are presented as mean ± SEM (**B**, **D** left graph, and **E**) or minimum to maximum and line at the median (**D** right graph); Student’s *t* test/Mann-Whitney test; * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001; **** *P* < 0.0001.

**Figure 2:**
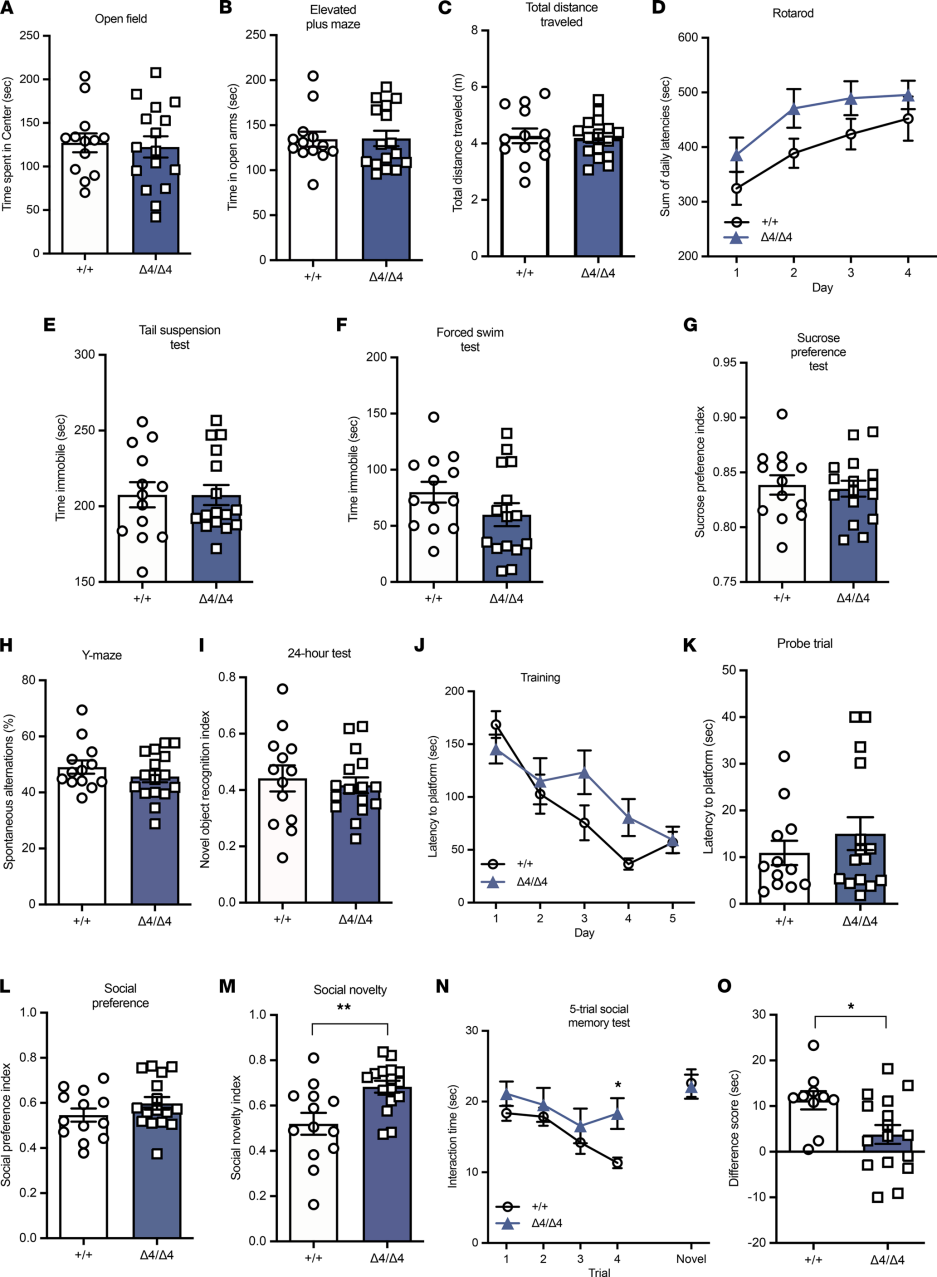
Phf21b^Δ4/Δ4^ animals exhibit social memory deficits. Assays characterizing the behavioral phenotype of the Phf21b^+/+^ (+/+) and Phf21b^Δ4/Δ4^ (Δ4/Δ4) mice. (**A**) Time spent in the center of the open field arena. (**B**) Time spent in the open arms of the elevated-plus maze. (**C**) Total distance traveled in the elevated-plus maze. (**D**) Sum of latencies to fall from an accelerating rotarod as a motor coordination assessment in the +/+ and Δ4/Δ4 mice. (**E**) Time spent immobile in the tail suspension and (**F**) forced swim tests. (**G**) Sucrose preference index as a measure of anhedonia. (**H**) Percentage of spontaneous alternations in the Y-maze test for spatial working memory. (**I**) Novel object recognition index of the +/+ and Δ4/Δ4 animals in a test trial 24 hours posttraining. (**J**) Daily latencies to platform over 5 training days in the Morris water maze. (**K**) Latency to platform location during the probe test on the sixth day of the Morris water maze test. (**L**) Preference for social interaction of the +/+ and Δ4/Δ4 animals. (**M**) Preference for social novelty of the +/+ and Δ4/Δ4 mice. (**N**) Interaction time between a subject animal with the same stranger animal over 4 trials, with an intertrial interval of 10 minutes. A novel stranger was introduced at the fifth trial. (**O**) The difference score is given by the difference in interaction time between the fifth (dishabituation) trial with the novel stranger and the final/fourth (habituation) trial with the familiar stranger. Values are presented as mean ± SEM; *n* = 13–16/group; Student’s *t* test/Mann-Whitney test (**A**–**C**, **E**–**I**, **K**–**M**, and **O**); 2-way ANOVA (**D**, **J**, and **N**); * *P* < 0.05; ** *P* < 0.01.

**Figure 3:**
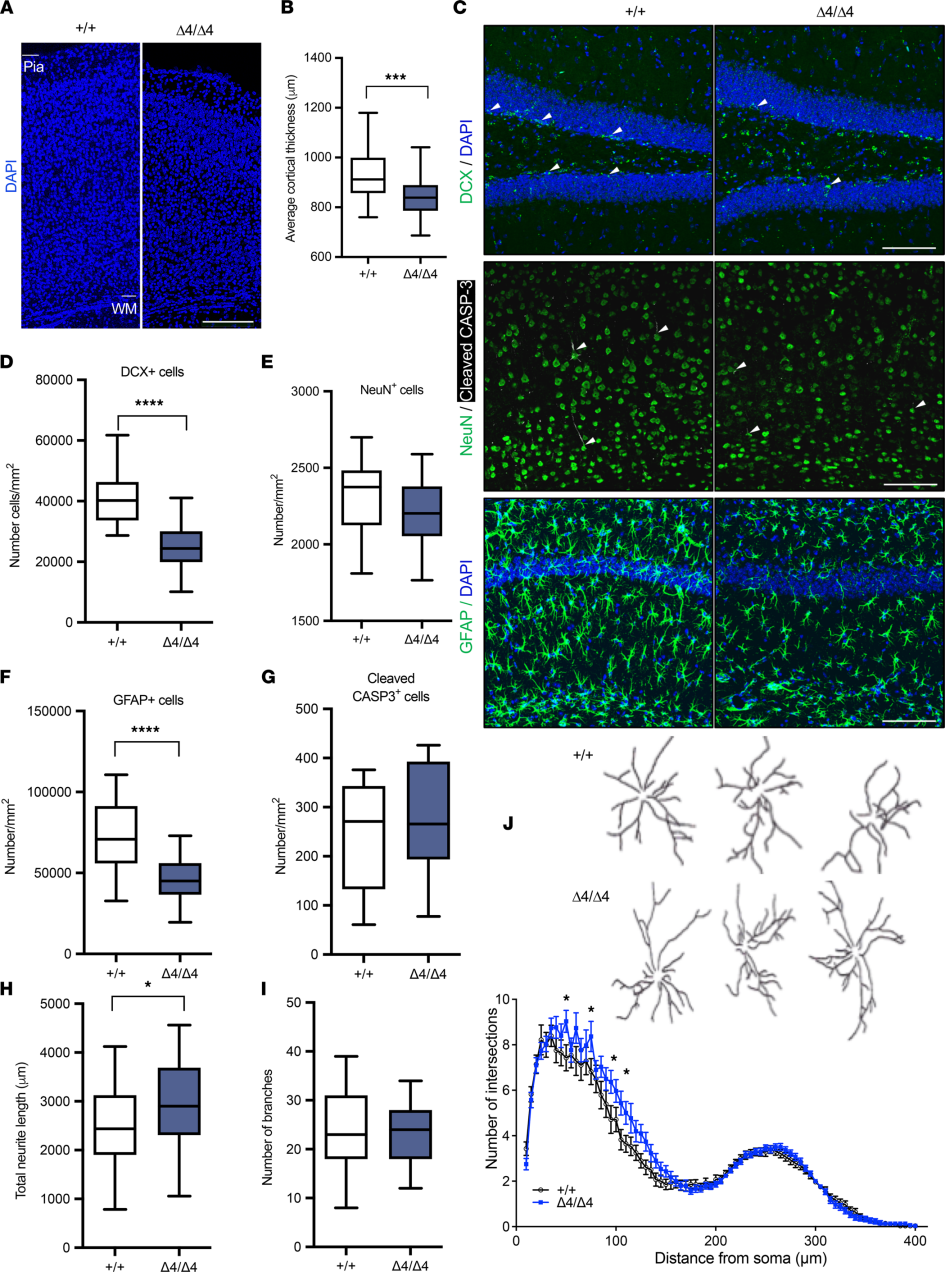
Decreased PHF21B expression results in thinner cortices and reduced neurogenesis and astrocyte numbers. (**A**) Representative images of the cortices from the pia to the white matter (WM) layers in the Phf21b^+/+^ (+/+) and Phf21b^Δ4/Δ4^ (Δ4/Δ4) mouse brains; scale bar: 200 μm. (**B**) Quantification of the average cortical thickness of the Phf21b^+/+^ and Phf21b^Δ4/Δ4^ brains; *n* = 5. (**C**) Representative images of (top panels) DCX-positive cells (white arrowheads) in the dentate gyrus, (middle panels) NEUN-positive cells and cleaved CASP-3–positive cells (white arrowheads) in the cortex, and (bottom panels) GFAP-positive astrocytes in the hippocampus, of +/+ and Δ4/Δ4 animals; scale bars: 100 μm. Number of (**D**) DCX-positive cells, (**E**) NEUN-positive cells, (**F**) GFAP-positive cells, and (**G**) cleaved CASP-3–positive cells in the brains of +/+ and Δ4/Δ4 mice, *n* = 3–5/group. (**H**) Total neurite length, (**I**) number of branches of +/+ and Δ4/Δ4 primary hippocampal neurons, and (**J**) (top panels) representative tracings of +/+ and Δ4/Δ4 neurons and (bottom graph) Sholl analysis quantifying the complexity of dendritic arborization of +/+ and Δ4/Δ4 hippocampal neurons; *n* = 30 neurons from 3 independent cultures. Values are presented as mean ± SEM (**J**) or minimum to maximum and line at the median (**B** and **D**–**I**); Student’s *t* test/Mann-Whitney test (**B** and **D**–**I**) or mixed effects analysis; * *P* < 0.05; *** *P* < 0.001; **** *P* <0.0001.

**Figure 4:**
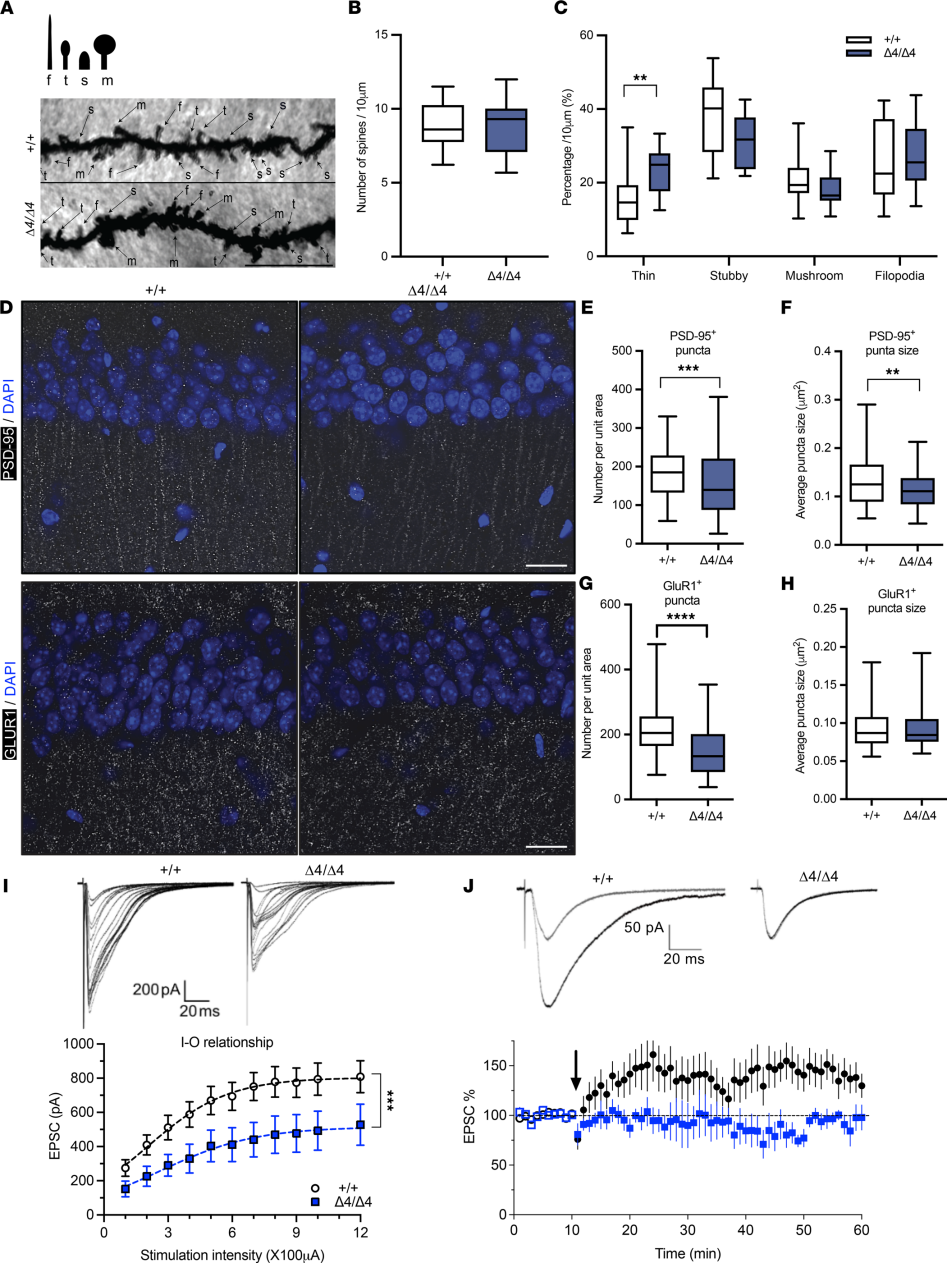
Decreased synaptic protein expression and glutamatergic neurotransmission in the Phf21b^Δ4/Δ4^ hippocampus. (**A**) (Top image) Dendritic spine shape classification; f, filopodia; t, thin, s, stubby; m, mushroom. (Bottom panels) Representative images of Golgi-stained neurites in Phf21b^+/+^ (+/+) and Phf21b^Δ4/Δ4^ (Δ4/Δ4) hippocampi; *n* = 3–5/group; scale bar: 10 μm. (**B**) Quantification of the number of dendritic spines per 10 μm. (**C**) Dendritic spines were classified according to their shapes, expressed as a percentage of the total number of spines per 10 μm of neurite, and compared in the +/+ and Δ4/Δ4 hippocampi. (**D**) Representative images of PSD-95–positive puncta and AMPAR subunit glutamate receptor 1–positive (GLUR1-positive) puncta in the CA1 region of the hippocampus of +/+ and Δ4/Δ4 mice; scale bars: 20 μm. (**E**) Number and (**F**) size of PSD-95-positive puncta in +/+ and Δ4/Δ4 hippocampi, *n* = 5. (**G**) Number and (**H**) size of GLUR1-positive puncta in +/+ and Δ4/Δ4 hippocampi; *n* = 5. (**I**) (Top images) Representative traces of (bottom graph) input-output (I/O) relationship of excitatory postsynaptic currents (EPSCs) recorded from CA1 pyramidal neurons in +/+ and Δ4/Δ4 hippocampi. Dotted lines are fitted to a semi-log equation: y = y0 + ym × log(*x*); *n* = 8–9 neurons. (**J**) (Top images) Representative traces of synaptic response before stimulation (gray trace) and after stimulation (black trace) in +/+ and Δ4/Δ4 CA1 neurons and (bottom graph) time course and magnitude of potentiation evoked by 240 stimuli at 4 Hz (black arrow); *n* = 7–11 neurons. Values are presented as mean ± SEM (**I** and **J**) or minimum to maximum and line at the median (**B**, **C**, and **E**–**H**); Student’s *t* test/Mann-Whitney test (**B**, **C**, and **E**–**H**), 2-way ANOVA (**C**), or mixed effects analysis (**I**); ** *P* < 0.01; *** *P* < 0.001; **** *P* < 0.0001.

**Figure 5:**
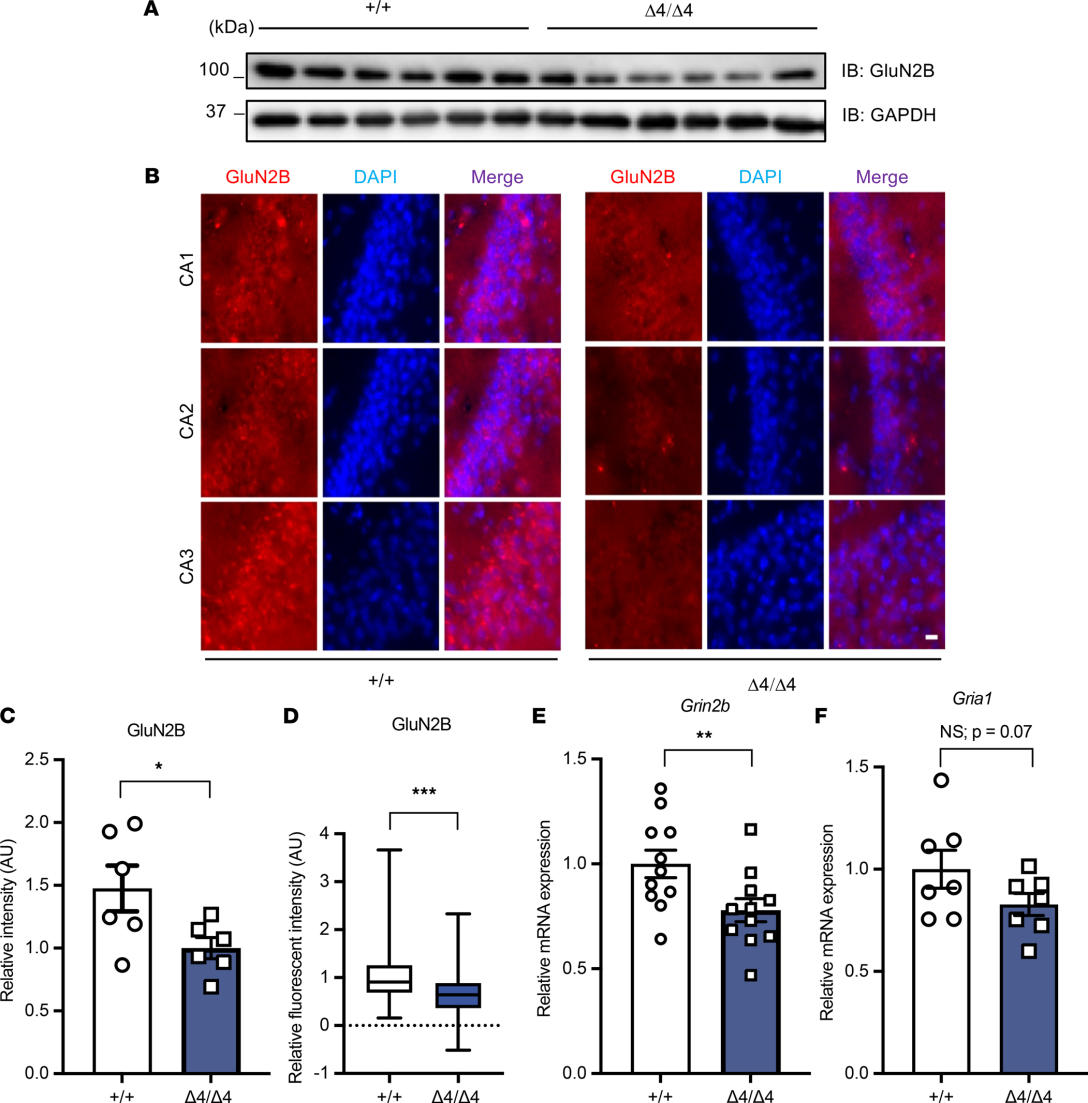
Decreased hippocampal GluN2B and Grin2b expression in Phf21b^Δ4/Δ4^ (Δ4/Δ4) mice. Representative images of (**A**) GluN2B immunoblot (IB) and (**B**) immunofluorescence staining of +/+ and Δ4/Δ4 hippocampi; scale bar: 20 μm. (**C**) Quantification of IB (*n* = 6/group) and (**D**) immunofluorescence (*n* = 3/group). (**E** and **F**) qRT-PCR of *Grin2b* and *Gria1* (*n* = 8–11/group). Values are presented as mean ± SEM (**C**, **E**, and **F**) or minimum to maximum and line at the median (**D**); Student’s *t* test/Mann-Whitney test; * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001.

**Figure 6:**
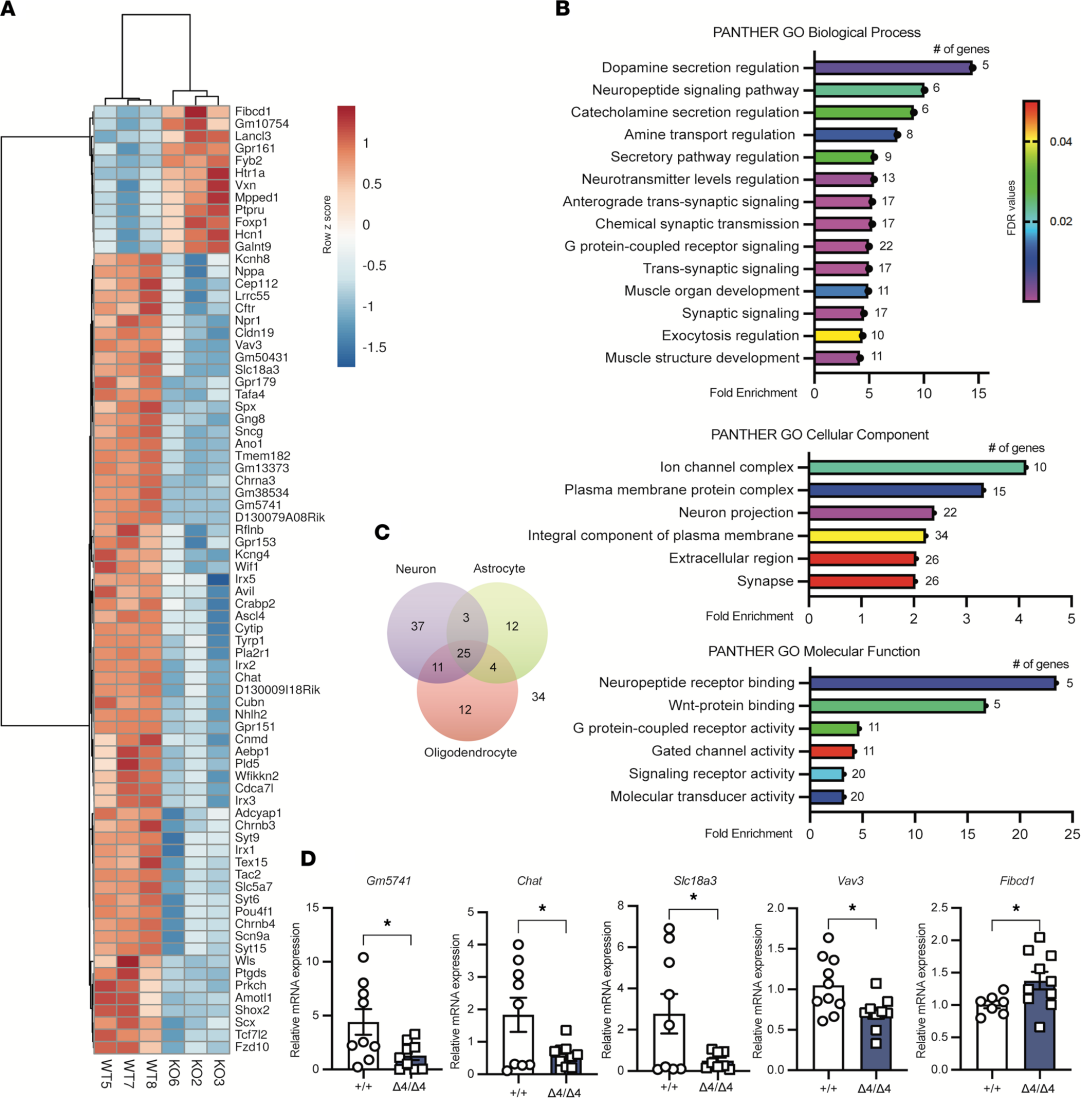
PHF21B modulates the expression of genes involved in neurotransmission. (**A**) Heatmap of differential gene expression (–2 ≤ fold change ≥ 2) of Phf21b^+/+^ (+/+) and Phf21b^Δ4/Δ4^ (Δ4/Δ4) hippocampal tissues; *n* = 3/group. (**B**) Top PANTHER gene ontology (GO) classifications associated with the differentially expressed genes (DEGs with FDR < 0.05 and gene count > 5) in +/+ and Δ4/Δ4 hippocampal tissues. (**C**) Venn diagram depicting the number of DEGs enriched in neurons, astrocytes, and oligodendrocytes. (**D**) qRT-PCR validation of DEGs (from left to right: *Gm5741*, *Chat*, *Slc18a3*, *Vav3*, and *Fibcd1*) with significant fold changes between +/+ and Δ4/Δ4 hippocampi were performed once; *n* = 10/group. Values are presented as mean ± SEM; Student’s or Welch’s *t* test; * *P* < 0.05.

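In the paper's list of differentially expressed genes in Table S3, 77 genes have a reported fold change of at least 2, 65 of them lower and 12 higher in Phf21bΔ4/Δ4 mice. Here, 73 of the 77 were past an FDR of 0.1 with a change above 2-fold in the same direction. Of the 8 genes selected for qRT-PCR, 7 were lower and *Fibcd1* was higher in Phf21bΔ4/Δ4 mice by RNA-Seq. *Vav3* (ENSMUSG00000033721.16), on chromosome 3 from 109340653 to 109685698, had 15.3 ± 6.16 CPM in Phf21bΔ4/Δ4 mice and 65.4 ± 5.16 CPM in Phf21b+/+ mice (SD, n = 3 each). *Vav3* had a log2 fold change of -2.16 (standard error 0.25, FDR 0.047 by limma's moderated test). *Fibcd1* (ENSMUSG00000026841.7), on chromosome 2 from 31813290 to 31846005, had 282 ± 88.1 CPM and 96.6 ± 9.05 CPM (SD, n = 3 each), with a standard error of 0.21 on its log2 fold change and an FDR of 0.062 (limma). *Slc18a3*, *Nppa*, *Gm38534*, and *D130009I18Rik* had at most 1 read in each Phf21bΔ4/Δ4 mouse. *Slc18a3*, on the list of medial habenula markers, had 33, 55, and 98 reads in Phf21b+/+ replicates 5, 7, and 8 and was at least 19.3-fold lower (FDR 0.067, limma). *Nppa* (ENSMUSG00000041616.9), on chromosome 4 from 148000722 to 148002079, had 2.82 ± 0.922 CPM in Phf21b+/+ mice (SD, n = 3) and was at least 19.7-fold lower (FDR 0.071, limma). The long noncoding RNA *Gm38534*, on chromosome 11 from 88253368 to 88256990, had 4.44 ± 2.07 CPM in Phf21b+/+ mice (SD, n = 3) and was at least 31.1-fold lower (FDR 0.012, limma). The long noncoding RNA *D130009I18Rik*, on chromosome 14 from 104612791 to 104966783, had 2.65 ± 0.766 CPM in Phf21b+/+ mice (SD, n = 3) and was at least 18.6-fold lower (FDR 0.065, limma).

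**Figure D2:**
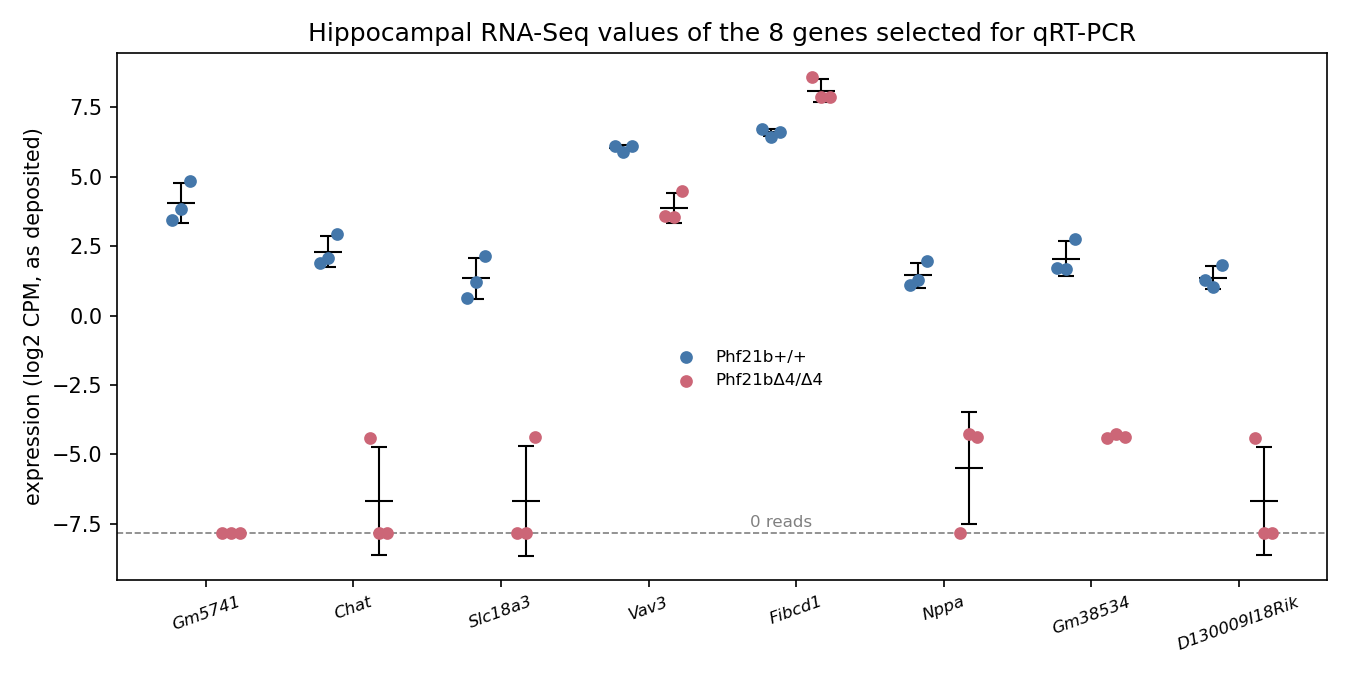
Log2 CPM values as deposited for the 8 genes selected for qRT-PCR, with 1 point per mouse and bars at the mean ± SD of the 3 mice of each genotype. The dashed line at -7.81 stands for 0 reads, and in each gene the 3 Phf21bΔ4/Δ4 mice lie on one side of the 3 Phf21b+/+ mice.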

**Figure 7:**
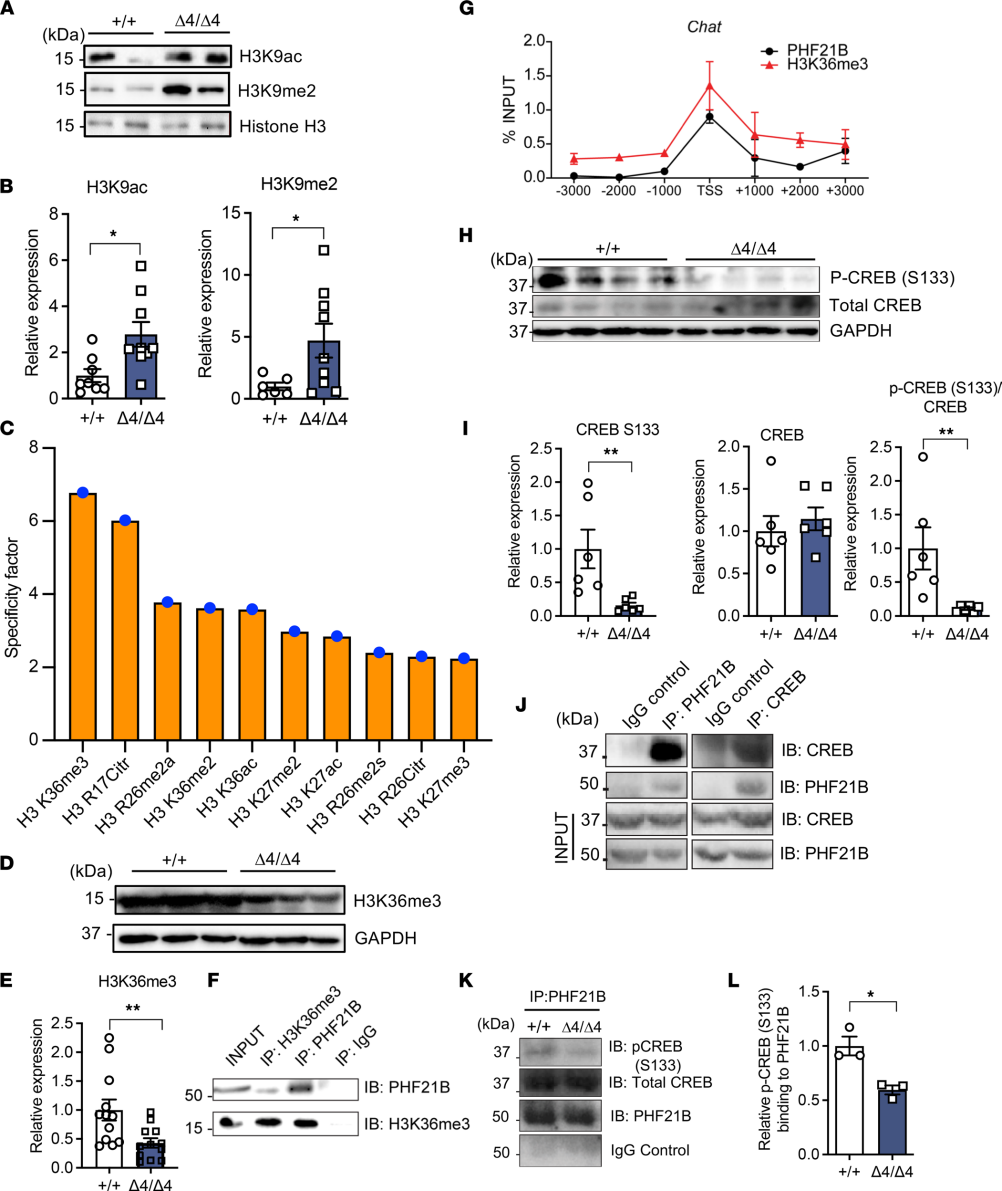
PHF21B regulates transcription through its interaction with H3K9ac, H3K9me2, and CREB and interacts with H3K36m3. (**A**) Representative Western blot images of H3K9ac and H3K9me2 expression levels in Phf21b^+/+^ (+/+) and Phf21b^Δ4/Δ4^ (Δ4/Δ4) hippocampal tissues. Histone H3 serves as the loading control; each lane is an individual animal; and (**B**) quantification; *n* = 6–9/group. (**C**) Graphical representation of purified recombinant PHF21B interaction specificity with several modified histone peptides. (**D**) Representative Western blot images of hippocampal H3K36me3 expression levels and (**E**) quantification; *n* = 6–12/group. (**F**) Representative immunoblot images of H3K36me3- and PHF21B-immunoprecipitated fractions from WT hippocampal tissues; *n* = 3. (**G**) Chromatin immunoprecipitation of genomic regions around the transcriptional start site (TSS) of the mouse *Chat* gene using anti-PHF21B or anti-H3K36me3 antibodies; “-” denotes base pairs upstream of the TSS; “+” denotes base pairs downstream from the TSS. (**H**) Representative immunoblot images of p-CREB (S133) and total CREB expression levels in +/+ and Δ4/Δ4 hippocampal tissues; GAPDH serves as the loading control; each lane is an individual animal; and (**I**) quantification; *n* = 6/group. (**J**) Immunoblots of PHF21B- and CREB-immunoprecipitated fractions using WT hippocampal tissues; *n* = 3. (**K**) Co-immunoprecipitation of PHF21B and p-CREB (S133) using +/+ and Δ4/Δ4 hippocampal tissues and (**L**) relative binding of PHF21B to p-CREB (S133) in +/+ and Δ4/Δ4 hippocampal tissues; *n* = 3. Values are presented as mean ± SEM; Student’s *t* test/Mann-Whitney test; * *P* < 0.05; ** *P* < 0.01.

# Supplementary material for: The epigenetic reader PHF21B modulates murine social memory and synaptic plasticity–related genes
**Source:** JCI Insight. 2022 Jul 22;7(14):e158081. doi: 10.1172/jci.insight.158081
**Supplement:** Supplemental data

# Supplemental material

## Methods

*PCR-based off-target analysis of CRISPR-mediated editing in  $Phf21b^{\Delta4/\Delta4}$  mice.* We used a PCR-based approach to validate the precision of CRISPR-mediated gene editing in generating  $Phf21b^{\Delta4/\Delta4}$  mice. We first searched for potential off-targets by the guide sequences in the genome of the animals by using Cas-OFFinder (1) (Fig. S1A). PCR primers were designed for the three highest ranked off-target sites for each guide sequence (Table S1). The PCR was performed by using genomic DNA samples from the  $Phf21b^{\Delta4/\Delta4}$  mice. PCR products were separated via agarose gel electrophoresis (Fig. S1B) and extracted for sequence confirmation via Sanger DNA sequencing (Fig. S1C). The selected sites did not show evidence of off-target CRISPR editing in the  $Phf21b^{\Delta4/\Delta4}$  mice.

*Behavioral assays: Open field.* In the open field test, mice were placed in a 40 x 40 x 40 cm arena and allowed to explore freely for 10 min. For analysis, the center of the arena is prescribed as the 20 x 20 cm area in the middle.

*Behavioral assays: Elevated-plus maze.* In the elevated-plus maze test, mice were allowed to freely explore the elevated-plus maze for 5 min, during which the amount of time that they spent in the open arms versus the closed arms was measured.

*Behavioral assays: Rotarod assay.* Mice were placed on an accelerating (from 4 to 40 rpm) rotarod (IITC Inc.). Latency to fall from the rotarod was measured and recorded. The animals were given four trials a day for four consecutive days. Inter-trial interval was at least 15 min, during which the animals were returned to their home cages to rest.

*Behavioral assays: Sucrose preference test.* Mice were allowed free choice to drink from two identical bottles containing either water or 1% sucrose solution. The amount of intake from each bottle was measured after 48 h. The sucrose preference index is calculated as the amount of sucrose intake divided by the total intake of water and sucrose.

*Behavioral assays: Tail suspension test.* The test was performed as described (2). Mice were suspended from their tails for a period of 6 min. The amount of time they were mobile was scored. Immobility time is calculated by subtracting the mobility time from the total testing time of 6 min.

*Behavioral assays: Forced swim test.* The test was performed as described (3). Mice were placed in a clear Plexiglas cylinder filled with water for a period of 6 min. The amount of time they were mobile for the last 4 min of the test session was scored. Immobility time is calculated by subtracting the mobility time from the total scored time of 4 min.

*Behavioral assays: Y-maze.* Mice were allowed to freely explore all three arms of the Y-maze for a period of 10 min. Percentage of spontaneous alterations was calculated as a measure of spatial working memory, which is given by the total number of spontaneous alternations divided by the total number of arm entries minus 2, multiplied by 100.

*Behavioral assays: Novel object recognition test.* To test long-term recognition memory, the mice were allowed to explore two identical objects for 10 min. 24 h after the initial training session, one of the objects was replaced with a novel one, and the mouse was allowed to explore the two objects for 10 min. The novel object recognition index is given by the amount of time that the animal spends exploring the novel object divided by the total amount of time it spends exploring both objects in the test session.

*Behavioral assays: Morris water maze.* To test long-term spatial reference memory, the protocol as described in (4) was used. Briefly, mice were first trained for five consecutive days to reach an underwater platform in the Morris water maze. Four trials were given on each training day, with an inter-trial interval of 15 s, during which the mice were left on the platform. The start location was randomized for each trial. Mice were guided to the platform if they failed to reach it within the 1-min trial limit. On the sixth day, a probe trial was conducted, where the underwater platform was removed, and the mice were scored on their latencies to reach the platform location from a novel start location.

*Behavioral assays: Social preference and social novelty tests.* The social preference and social novelty tests were performed as described (5). Mice were habituated to the three-chambered setup and allowed to freely explore for 10 min. For the social preference test, the subject mouse was allowed to interact with either a juvenile stranger mouse placed in one of the side chambers, or an inanimate object in the other side chamber for a test period of 10 min. The social preference index is given the amount of time that the subject mouse spends interacting with the stranger mouse, divided by the total amount of time it spends interacting with both the stranger mouse and the object in the test session. For the social novelty test, the inanimate object was replaced with a new juvenile stranger mouse, and the subject animal was allowed to interact with either the familiar stranger or the new stranger for a test period of 10 min. The social novelty index is given by the amount of time that the subject mouse spends interacting with the new stranger, divided by the total amount of time that the subject mouse spends interacting with both the familiar and new stranger mice in the test session. All stranger mice were sex-matched to the subject animal, and the placements of the object and the stranger mice were counter-balanced between subjects.

*Behavioral assays: Five-trial social memory test.* The five-trial social memory test was performed as described in (6, 7). The subject animal was allowed to freely interact with a juvenile stranger animal of the same sex for four 1-min trials, with an inter-trial interval of 10 min. The same stranger animal was used for the four trials. For the fifth trial, a new stranger mouse was introduced to the subject mouse for 1 min. The interaction time of the subject animal with the stranger mouse in each trial was recorded.

*Behavioral assays: Olfactory habituation/dishabituation test.* Mice were tested for their ability to habituate and dishabituate to different odors, as described (8). Cotton swabs soaked with different odorants (water, vanilla, and urine from a conspecific animal) were presented to each mouse for three 2-min trials, with an inter-trial interval of 1 min. The amount of time that the animal spent investigating the odorant was recorded.

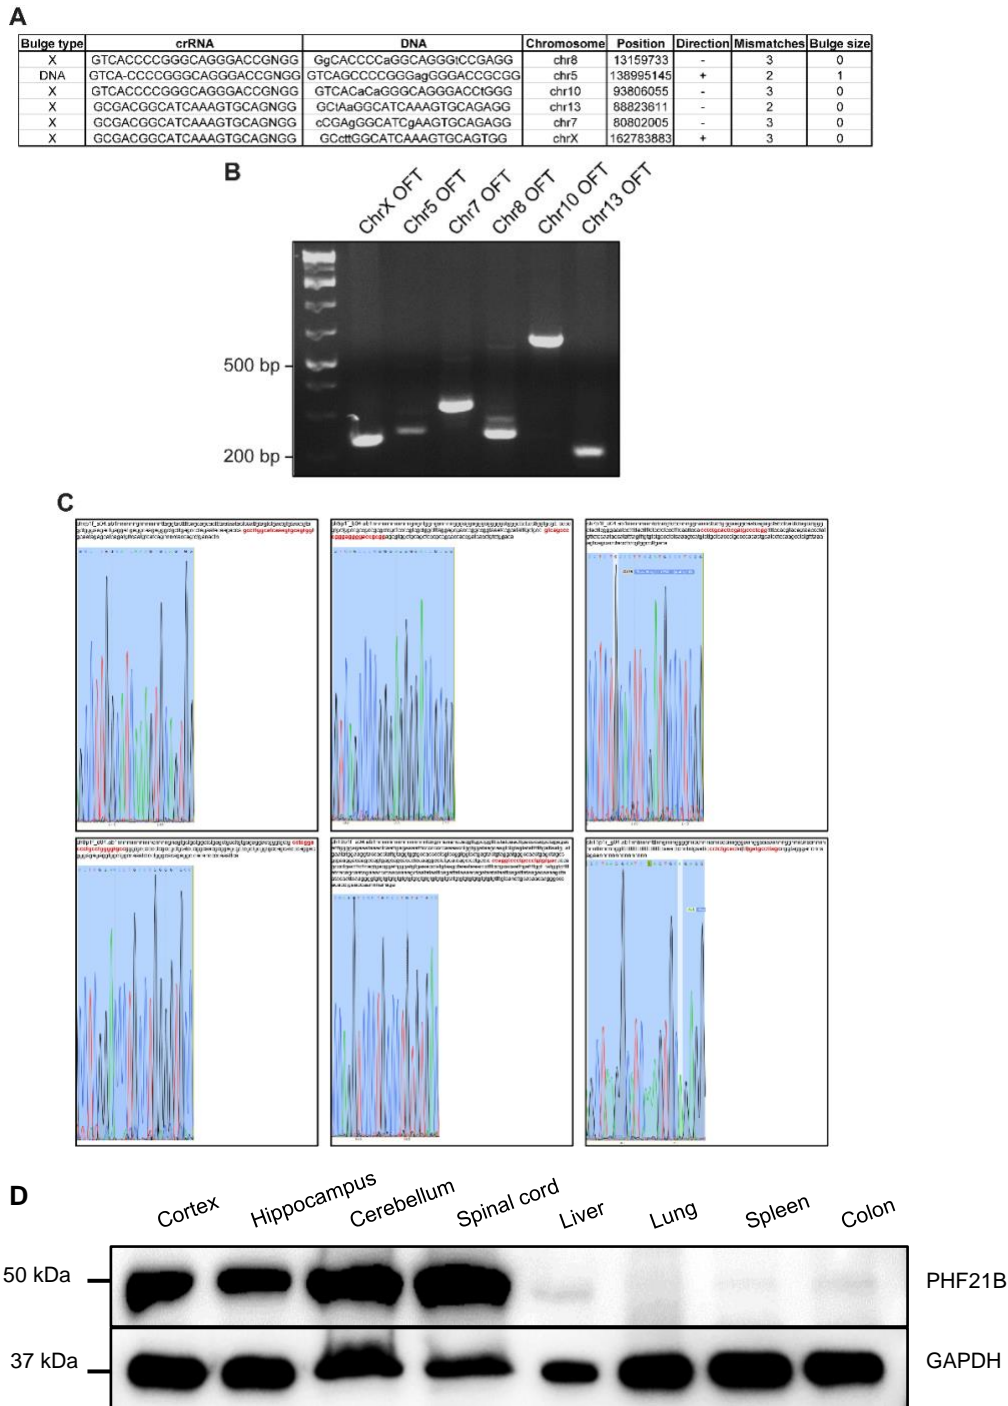

**Figure S1. PCR-based off-target analysis of CRISPR-mediated editing in *Phf21b*<sup>Δ4/Δ4</sup> animals and verification of PHF21B expression. (A) Potential off-target sites identified via Cas-OFFinder. (B) Representative agarose gel image of PCR products from primers targeting potential off-target (OFT) sites in the genomic DNA of *Phf21b*<sup>Δ4/Δ4</sup> animals. (C) Sequence confirmation of intact off-target sites in the genomic DNA of *Phf21b*<sup>Δ4/Δ4</sup> mice. (D) Western blot of the wild-type mouse brain and peripheral tissues expressing PHF21B.**

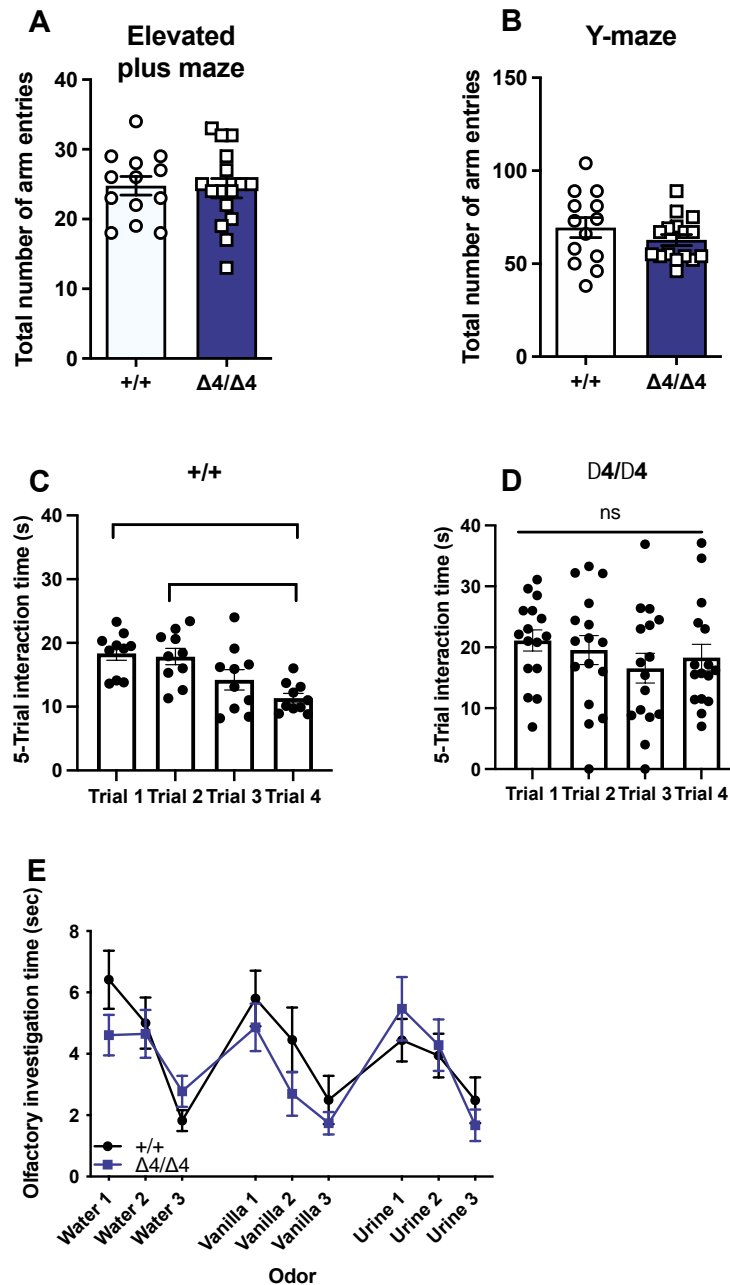

**Figure S2. Behavioral characterization of *Phf21b*<sup>+/+</sup> (+/+) and *Phf21b*<sup>Δ4/Δ4</sup> (Δ4/Δ4) animals.** (A) Total number of arm entries in the elevated plus maze test. (B) Total number of arm entries in the Y-maze test. (C) Interaction time in the 5-trial social test, one-way ANOVA with repeated measures in +/+ mice \*P<0.05, \*\*P<0.01 and (D) in Δ4/Δ4 mice. (E) Olfactory habituation/dishabituation results from +/+ and Δ4/Δ4 animals. n = 13-16. Values are presented as mean ± SEM.

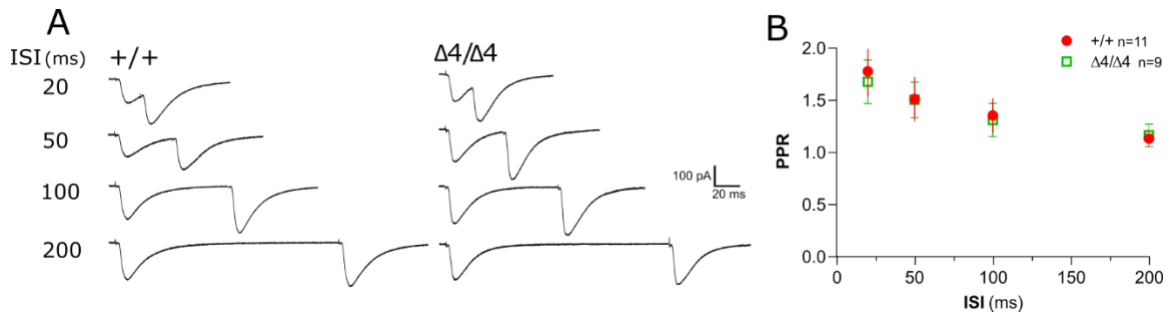

**Figure S3. *Phf21b*<sup>Δ4/Δ4</sup> (Δ4/Δ4) mice showed a normal pair-pulse ratio (PPR) in hippocampal CA1 synapses.** **A.** Representative traces of twin-EPSCs recorded from CA1 pyramidal neurons in *Phf21b* wild-type (+/+) and Δ4/Δ4 mice. ISI: inter-stimuli-intervals. **B.** Summary data averaged at same ISI across different neurons recorded from +/+ or Δ4/Δ4 mice. There is no difference between Δ4/Δ4 and +/+ mice, indicating that Δ4/Δ4 status does not alter the presynaptic release.

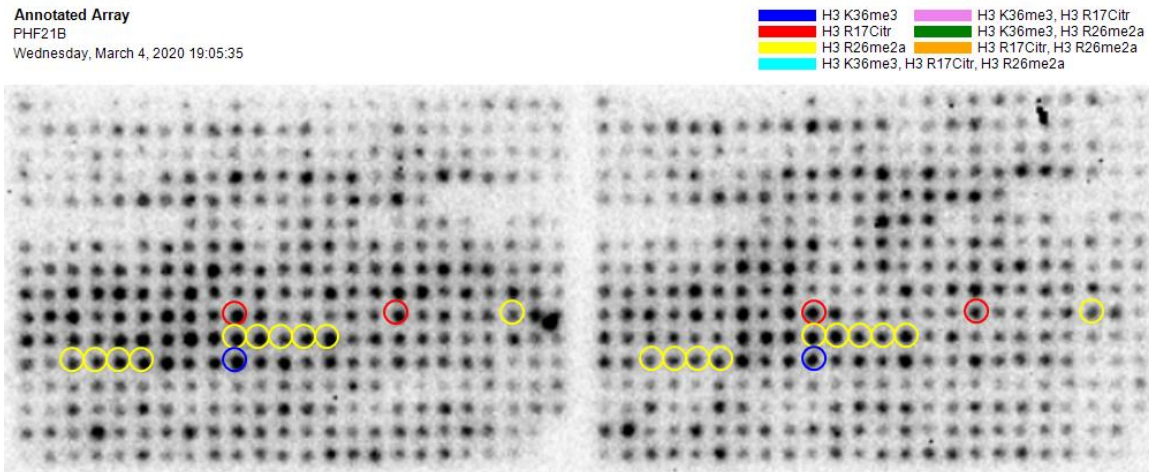

**Figure S4. Enhanced chemiluminescence image of the MODiFied™ Histone Peptide Array.** This array was used to screen purified human recombinant PHF21B for its interactions with histone and their post-translational modifications. Single histone modifications were color coded.

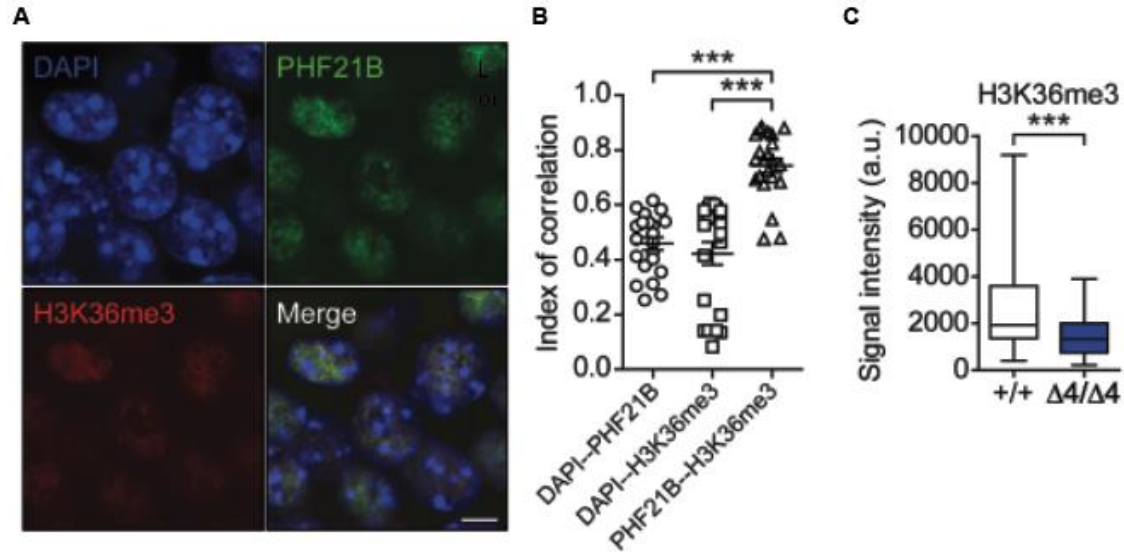

**Figure S5. Colocalization of PHF21B with H3K36me3.** (A) Representative images of PHF21B and H3K36me3 expression in the nuclei of wild-type CA1 neurons. (B) Index of correlation as a measure of co-localization of DAPI-, PHF21B-, and H3K36me3-positive immunofluorescence signals in the nuclei of wild-type CA1 neurons;  $n = 5$ ; One-way ANOVA; Tukey's test *post hoc*. (C) Expression of H3K36me3 in +/+ and  $\Delta 4/\Delta 4$  hippocampal tissues measured by its immunofluorescence signal intensity;  $n = 5$ ; Student's *t*-test.

**Table S1.** Sequences of primers used for PCR-based off-target analysis of CRISPR-mediated *Phf21b* deletion.

| Target | Forward sequence (5' → 3') | Reverse sequence (5' → 3') | Expected product size (bp) |
|--------|----------------------------|----------------------------|----------------------------|
| ChrX   | GCAGTGTGCTGATCCAGAGC       | CAGACTGGTACAAGCTGATGAC     | 231                        |
| Chr5   | ACAGAGTCGCTCCGGG           | GTCCAGACAGGTGATCGGTG       | 244                        |
| Chr7   | CAGGGCCTGTGGACTTTACC       | CAAGGCCATGGGAAGGTAGG       | 320                        |
| Chr8   | GTCTGAGCCGCTCTGGAAG        | GAATTTGGGGTGTGAGCCT        | 238                        |
| Chr10  | CCAAGGACCATCTGACATCT       | CCTTTACTGGTTCAGGTGTGG      | 653                        |
| Chr13  | ATGTTTTCGGAGTGGGTCGC       | GAACAGAGGCGGGGATAGGA       | 201                        |

**Table S2. Posthoc Sidak's multiple comparison test of mixed ANOVA test of +/- and  $\Delta 4/\Delta 4$  mice**

| Fixed effects (type III) | P value | P value summary | F (DFn, DFd)         |
|--------------------------|---------|-----------------|----------------------|
| Intersections            | <0.0001 | ****            | F (78, 4368) = 143.0 |
| Genotype                 | 0.0662  | ns              | F (1, 56) = 3.510    |
| Intersections x Genotype | <0.0001 | ****            | F (78, 4368) = 1.744 |

  

| Distance from soma ( $\mu\text{m}$ ) | Predicted (LS) mean diff. | 95.00% CI of diff. | Summary | Adjusted P Value |
|--------------------------------------|---------------------------|--------------------|---------|------------------|
| 10                                   | 0.6952                    | -0.8174 to 2.208   | ns      | >0.9999          |
| 15                                   | 0.2548                    | -1.258 to 1.767    | ns      | >0.9999          |
| 20                                   | 0.04286                   | -1.470 to 1.555    | ns      | >0.9999          |
| 25                                   | 0.481                     | -1.032 to 1.994    | ns      | >0.9999          |
| 30                                   | -0.03333                  | -1.546 to 1.479    | ns      | >0.9999          |
| 35                                   | -0.3405                   | -1.853 to 1.172    | ns      | >0.9999          |
| 40                                   | -1.017                    | -2.529 to 0.4959   | ns      | 0.8254           |
| 45                                   | -0.7571                   | -2.270 to 0.7555   | ns      | 0.9993           |
| 50                                   | -1.605                    | -3.117 to -0.09215 | *       | <b>0.0232</b>    |
| 55                                   | -0.231                    | -1.744 to 1.282    | ns      | >0.9999          |
| 60                                   | -1.448                    | -2.960 to 0.06499  | ns      | 0.0832           |
| 65                                   | -0.6595                   | -2.172 to 0.8531   | ns      | >0.9999          |
| 70                                   | -0.681                    | -2.194 to 0.8317   | ns      | >0.9999          |
| 75                                   | -1.545                    | -3.058 to -0.03263 | *       | <b>0.0383</b>    |
| 80                                   | -0.4                      | -1.913 to 1.113    | ns      | >0.9999          |
| 85                                   | -1.248                    | -2.760 to 0.2650   | ns      | 0.3217           |
| 90                                   | -1.107                    | -2.620 to 0.4055   | ns      | 0.6307           |
| 95                                   | -1.652                    | -3.165 to -0.1398  | *       | <b>0.0153</b>    |
| 100                                  | -1.252                    | -2.765 to 0.2602   | ns      | 0.313            |
| 105                                  | -1.612                    | -3.125 to -0.09929 | *       | <b>0.0218</b>    |
| 110                                  | -1.357                    | -2.870 to 0.1555   | ns      | <b>0.1605</b>    |
| 115                                  | -1.231                    | -2.744 to 0.2817   | ns      | 0.3535           |
| 120                                  | -0.95                     | -2.463 to 0.5626   | ns      | 0.9243           |
| 125                                  | -1.207                    | -2.720 to 0.3055   | ns      | 0.4019           |
| 130                                  | -1.126                    | -2.639 to 0.3864   | ns      | 0.5857           |

|     |           |                  |    |         |
|-----|-----------|------------------|----|---------|
| 135 | -0.7333   | -2.246 to 0.7793 | ns | 0.9997  |
| 140 | -0.8286   | -2.341 to 0.6840 | ns | 0.9934  |
| 145 | -0.5333   | -2.046 to 0.9793 | ns | >0.9999 |
| 150 | -0.5762   | -2.089 to 0.9364 | ns | >0.9999 |
| 155 | -0.2381   | -1.751 to 1.275  | ns | >0.9999 |
| 160 | -0.03571  | -1.548 to 1.477  | ns | >0.9999 |
| 165 | 0.02143   | -1.491 to 1.534  | ns | >0.9999 |
| 170 | -0.01429  | -1.527 to 1.498  | ns | >0.9999 |
| 175 | 0.2905    | -1.222 to 1.803  | ns | >0.9999 |
| 180 | 0.1905    | -1.322 to 1.703  | ns | >0.9999 |
| 185 | 0.08333   | -1.429 to 1.596  | ns | >0.9999 |
| 190 | 0.1286    | -1.384 to 1.641  | ns | >0.9999 |
| 195 | 0.05476   | -1.458 to 1.567  | ns | >0.9999 |
| 200 | 0.2048    | -1.308 to 1.717  | ns | >0.9999 |
| 205 | 0.1071    | -1.405 to 1.620  | ns | >0.9999 |
| 210 | 0.1238    | -1.389 to 1.636  | ns | >0.9999 |
| 215 | 0.1048    | -1.408 to 1.617  | ns | >0.9999 |
| 220 | 0.1214    | -1.391 to 1.634  | ns | >0.9999 |
| 225 | 0.1333    | -1.379 to 1.646  | ns | >0.9999 |
| 230 | -0.02381  | -1.536 to 1.489  | ns | >0.9999 |
| 235 | 0.04762   | -1.465 to 1.560  | ns | >0.9999 |
| 240 | -0.01429  | -1.527 to 1.498  | ns | >0.9999 |
| 245 | -0.01429  | -1.527 to 1.498  | ns | >0.9999 |
| 250 | -0.181    | -1.694 to 1.332  | ns | >0.9999 |
| 255 | -0.007143 | -1.520 to 1.505  | ns | >0.9999 |
| 260 | -0.1786   | -1.691 to 1.334  | ns | >0.9999 |
| 265 | -0.2857   | -1.798 to 1.227  | ns | >0.9999 |
| 270 | -0.2952   | -1.808 to 1.217  | ns | >0.9999 |
| 275 | -0.3048   | -1.817 to 1.208  | ns | >0.9999 |
| 280 | -0.281    | -1.794 to 1.232  | ns | >0.9999 |
| 285 | -0.1881   | -1.701 to 1.325  | ns | >0.9999 |
| 290 | -0.1024   | -1.615 to 1.410  | ns | >0.9999 |
| 295 | -0.119    | -1.632 to 1.394  | ns | >0.9999 |
| 300 | -0.03571  | -1.548 to 1.477  | ns | >0.9999 |
| 305 | -0.01667  | -1.529 to 1.496  | ns | >0.9999 |
| 310 | 0.1095    | -1.403 to 1.622  | ns | >0.9999 |
| 315 | 0.119     | -1.394 to 1.632  | ns | >0.9999 |
| 320 | 0.2119    | -1.301 to 1.725  | ns | >0.9999 |
| 325 | 0.169     | -1.344 to 1.682  | ns | >0.9999 |
| 330 | 0.2643    | -1.248 to 1.777  | ns | >0.9999 |

|     |          |                 |    |         |
|-----|----------|-----------------|----|---------|
| 335 | 0.181    | -1.332 to 1.694 | ns | >0.9999 |
| 340 | 0.2429   | -1.270 to 1.755 | ns | >0.9999 |
| 345 | 0.0619   | -1.451 to 1.575 | ns | >0.9999 |
| 350 | -0.0119  | -1.525 to 1.501 | ns | >0.9999 |
| 355 | -0.01667 | -1.529 to 1.496 | ns | >0.9999 |
| 360 | -0.01905 | -1.532 to 1.494 | ns | >0.9999 |
| 365 | -0.02381 | -1.536 to 1.489 | ns | >0.9999 |
| 370 | 0.009524 | -1.503 to 1.522 | ns | >0.9999 |
| 375 | -0.02619 | -1.539 to 1.486 | ns | >0.9999 |
| 380 | -0.02619 | -1.539 to 1.486 | ns | >0.9999 |
| 385 | -0.09762 | -1.610 to 1.415 | ns | >0.9999 |
| 390 | -0.09762 | -1.610 to 1.415 | ns | >0.9999 |
| 395 | -0.03095 | -1.544 to 1.482 | ns | >0.9999 |
| 400 | 0.002381 | -1.510 to 1.515 | ns | >0.9999 |

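Table S3 holds, for each gene, the fold change in Phf21bΔ4/Δ4 relative to Phf21b+/+ hippocampal tissues with a minus sign for a decrease, the p-value, and the false discovery rate from the authors' edgeR comparison. All 139 genes were found among the 14477 deposited genes, 3 of them under another spelling (Chrn4 as *Chrnb4*, Snog as *Sncg*, and Shisa1 as *Shisal1*, the last matched after its values were seen). The paper lists 80 of them as lower and 59 as higher in Phf21bΔ4/Δ4 mice. On the deposited log2 CPM values, 138 of the 139 changed in the direction listed, and 135 were past an FDR of 0.1 and a 1.3-fold change in that direction by limma's moderated test. The exception in direction was *Chrm3*. With its row read as *Chrnb3*, which Fig. 6A names and Table S3 does not list, the numbers were 139 and 136, a reading chosen after the values were seen. Adjusted over these genes alone, 139 had an FDR under 0.1 by limma's test, which shows no stability because the genes were chosen on these same mice. The fold change computed here lay within 10% of the listed one for 121 genes. In 12 of the genes the 3 Phf21bΔ4/Δ4 libraries were all at or below 3 reads, so their listed fold changes depend on the prior count. Between 9 and 138 of the genes were past both thresholds when each mouse was left out in turn.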

**Table S3.** List of all genes (n=139) found to be differentially expressed in *Phf2 1b<sup>+/+</sup>* and *Phf2 1b<sup>Δ4/Δ4</sup>* hippocampal tissues, with their respective fold changes, p-values, and false discovery rates. RNAseq data were deposited under the accession number GSE201477, NCBI GEO repository.

| Gene ID              | Fold change | P-value  | False discovery rate (FDR) |
|----------------------|-------------|----------|----------------------------|
| <i>Gm5741</i>        | -3247.63    | 0.00015  | 0.058641                   |
| <i>Irx2</i>          | -493.272    | 8.69E-07 | 0.004523                   |
| <i>Pou4f1</i>        | -340.463    | 1.25E-06 | 0.004523                   |
| <i>Chat</i>          | -255.711    | 1.20E-05 | 0.015308                   |
| <i>D130079A08Rik</i> | -230.363    | 0.000223 | 0.064576                   |
| <i>Slc18a3</i>       | -136.325    | 8.48E-05 | 0.043867                   |
| <i>Shox2</i>         | -133.375    | 0.000527 | 0.078629                   |
| <i>D130009I18Rik</i> | -130.756    | 1.88E-05 | 0.01675                    |
| <i>Gm38534</i>       | -89.0792    | 9.75E-06 | 0.015308                   |
| <i>Nppa</i>          | -80.2295    | 1.97E-05 | 0.01675                    |
| <i>Chrn4</i>         | -52.218     | 1.27E-05 | 0.015308                   |
| <i>Chrna3</i>        | -42.4243    | 9.45E-07 | 0.004523                   |
| <i>Gpr151</i>        | -34.6766    | 2.38E-07 | 0.003446                   |
| <i>Wfikkn2</i>       | -28.6555    | 0.000178 | 0.061679                   |
| <i>Irx1</i>          | -22.8385    | 0.000199 | 0.061679                   |
| <i>Irx5</i>          | -20.6858    | 0.000188 | 0.061679                   |
| <i>Cytip</i>         | -16.9811    | 4.74E-05 | 0.028581                   |
| <i>Slc5a7</i>        | -15.5758    | 1.74E-05 | 0.01675                    |
| <i>Gng8</i>          | -15.5672    | 1.13E-05 | 0.015308                   |
| <i>Tyrp1</i>         | -14.57      | 0.000129 | 0.053711                   |

|                |          |          |          |
|----------------|----------|----------|----------|
| <i>Tmem182</i> | -13.7779 | 2.29E-05 | 0.018439 |
| <i>Tafa4</i>   | -13.1165 | 1.08E-05 | 0.015308 |
| <i>Gm13373</i> | -11.9992 | 3.49E-05 | 0.023739 |
| <i>Tac2</i>    | -11.3515 | 3.79E-06 | 0.009145 |
| <i>Cubn</i>    | -10.6913 | 3.67E-05 | 0.023739 |
| <i>Chrm3</i>   | -9.74694 | 0.000319 | 0.068212 |
| <i>Irx3</i>    | -9.4892  | 0.000329 | 0.068212 |
| <i>Syt9</i>    | -9.17583 | 0.000496 | 0.075841 |
| <i>Nhlh2</i>   | -9.03027 | 8.93E-06 | 0.015308 |
| <i>Tcf7l2</i>  | -8.68022 | 3.39E-05 | 0.023739 |
| <i>Avil</i>    | -8.63494 | 0.000259 | 0.068176 |
| <i>Crabp2</i>  | -8.29422 | 0.000771 | 0.092211 |
| <i>Syt15</i>   | -8.05554 | 0.000124 | 0.053711 |
| <i>Snog</i>    | -6.55309 | 1.78E-05 | 0.01675  |
| <i>Cldn19</i>  | -6.27332 | 0.000316 | 0.068212 |
| <i>Ano1</i>    | -6.17137 | 1.96E-06 | 0.005679 |
| <i>Ascl4</i>   | -6.07173 | 0.00054  | 0.078629 |
| <i>Pla2r1</i>  | -5.50737 | 0.000268 | 0.068207 |
| <i>Scx</i>     | -5.30418 | 0.000319 | 0.068212 |
| <i>Pld5</i>    | -5.23611 | 0.000731 | 0.089708 |
| <i>Syt6</i>    | -5.16257 | 0.000104 | 0.050138 |
| <i>Lrrc55</i>  | -5.06769 | 0.000379 | 0.071256 |
| <i>Fzd10</i>   | -5.02458 | 0.000171 | 0.061679 |
| <i>Wif1</i>    | -4.5528  | 0.000198 | 0.061679 |
| <i>Cftr</i>    | -4.53162 | 0.000715 | 0.088883 |

|                |          |          |          |
|----------------|----------|----------|----------|
| <i>Cnmd</i>    | -4.34976 | 0.000781 | 0.092451 |
| <i>Vav3</i>    | -4.26307 | 0.000156 | 0.059417 |
| <i>Npr1</i>    | -4.25244 | 0.000188 | 0.061679 |
| <i>Kcng4</i>   | -4.03663 | 0.000203 | 0.061679 |
| <i>Spx</i>     | -3.99011 | 0.000377 | 0.071256 |
| <i>Kcnh8</i>   | -3.9395  | 0.000858 | 0.094412 |
| <i>Gpr179</i>  | -3.93778 | 0.000457 | 0.075246 |
| <i>Adcyap1</i> | -3.68078 | 0.000557 | 0.079838 |
| <i>Scn9a</i>   | -3.56366 | 0.000241 | 0.067738 |
| <i>Tex15</i>   | -3.17861 | 0.000258 | 0.068176 |
| <i>Cdca7l</i>  | -3.17687 | 0.000407 | 0.072325 |
| <i>Amotl1</i>  | -2.93533 | 0.000371 | 0.071256 |
| <i>Aebp1</i>   | -2.75947 | 0.000247 | 0.067738 |
| <i>Ptgds</i>   | -2.63231 | 6.39E-05 | 0.035566 |
| <i>Cep112</i>  | -2.56008 | 0.00052  | 0.07843  |
| <i>Gpr153</i>  | -2.47073 | 0.000662 | 0.086294 |
| <i>Prkch</i>   | -2.32653 | 0.000543 | 0.078629 |
| <i>Wls</i>     | -2.1938  | 0.000442 | 0.073622 |
| <i>Rflnb</i>   | -2.02805 | 0.000861 | 0.094412 |
| <i>Gm50431</i> | -2.01919 | 0.000292 | 0.068207 |
| <i>Hhip</i>    | -1.97454 | 0.00033  | 0.068212 |
| <i>Cdyl</i>    | -1.94559 | 0.000248 | 0.067738 |
| <i>Id3</i>     | -1.93144 | 0.00032  | 0.068212 |
| <i>Fzd1</i>    | -1.88878 | 0.000598 | 0.083266 |
| <i>Lca5</i>    | -1.82995 | 0.000819 | 0.092575 |

|                 |          |          |          |
|-----------------|----------|----------|----------|
| <i>Cnnm2</i>    | -1.76155 | 8.98E-05 | 0.044807 |
| <i>Isoc1</i>    | -1.74687 | 0.000677 | 0.086798 |
| <i>Slc29a1</i>  | -1.6707  | 0.000309 | 0.068212 |
| <i>Pdzd2</i>    | -1.61176 | 0.000417 | 0.072325 |
| <i>Aqp4</i>     | -1.59437 | 0.000405 | 0.072325 |
| <i>Shisa1</i>   | -1.55267 | 0.000653 | 0.086001 |
| <i>Axin2</i>    | -1.51971 | 0.000176 | 0.061679 |
| <i>Arhgap24</i> | -1.50305 | 0.000787 | 0.092451 |
| <i>Nek7</i>     | -1.46064 | 0.000564 | 0.08003  |
| <i>Rpl39</i>    | -1.317   | 0.000884 | 0.094781 |
| <i>Adgrb3</i>   | 1.360114 | 0.000917 | 0.097078 |
| <i>Cdh11</i>    | 1.369075 | 0.000577 | 0.081114 |
| <i>Sel1l</i>    | 1.419391 | 0.000403 | 0.072325 |
| <i>Csrnp2</i>   | 1.424667 | 0.000617 | 0.083948 |
| <i>Cdh10</i>    | 1.428154 | 0.000205 | 0.061679 |
| <i>Usp46</i>    | 1.455037 | 0.000753 | 0.091154 |
| <i>Pld3</i>     | 1.455462 | 0.000478 | 0.075841 |
| <i>Large1</i>   | 1.460375 | 0.000835 | 0.09349  |
| <i>Tmem74</i>   | 1.471975 | 0.000919 | 0.097078 |
| <i>Homer1</i>   | 1.488299 | 0.000282 | 0.068207 |
| <i>Rap2b</i>    | 1.493232 | 0.000286 | 0.068207 |
| <i>Lrrn2</i>    | 1.499845 | 0.000498 | 0.075841 |
| <i>Adam23</i>   | 1.508529 | 0.000711 | 0.088883 |
| <i>St8sia3</i>  | 1.527343 | 0.000277 | 0.068207 |
| <i>Gad2</i>     | 1.541043 | 0.000756 | 0.091154 |

|                 |          |          |          |
|-----------------|----------|----------|----------|
| <i>Brinp2</i>   | 1.599715 | 7.21E-05 | 0.038658 |
| <i>Ppm1e</i>    | 1.608113 | 0.000494 | 0.075841 |
| <i>Pls3</i>     | 1.610765 | 0.000374 | 0.071256 |
| <i>Ext1</i>     | 1.615763 | 0.000482 | 0.075841 |
| <i>Ap2b1</i>    | 1.620352 | 0.00071  | 0.088883 |
| <i>Mal2</i>     | 1.637022 | 0.000386 | 0.071598 |
| <i>Pcdhga2</i>  | 1.649238 | 0.000951 | 0.09907  |
| <i>Klhl3</i>    | 1.658838 | 0.000814 | 0.092575 |
| <i>Sertm1</i>   | 1.675461 | 0.000128 | 0.053711 |
| <i>Prkcb</i>    | 1.678694 | 0.000882 | 0.094781 |
| <i>Nr4a1</i>    | 1.688614 | 6.29E-05 | 0.035566 |
| <i>Rasl11b</i>  | 1.696932 | 0.000127 | 0.053711 |
| <i>Sept9</i>    | 1.702277 | 0.00013  | 0.053711 |
| <i>Zdhhc23</i>  | 1.704707 | 0.000485 | 0.075841 |
| <i>Synj2</i>    | 1.727667 | 0.000434 | 0.073622 |
| <i>Plxna1</i>   | 1.748143 | 0.00042  | 0.072325 |
| <i>Htr2a</i>    | 1.757264 | 0.000638 | 0.084698 |
| <i>Tmem121b</i> | 1.765785 | 0.000718 | 0.088883 |
| <i>Sh3rf1</i>   | 1.772809 | 0.000196 | 0.061679 |
| <i>Cacna2d3</i> | 1.777189 | 0.000473 | 0.075841 |
| <i>Tmem200a</i> | 1.802365 | 0.00067  | 0.086551 |
| <i>Crhbp</i>    | 1.821505 | 3.77E-05 | 0.023739 |
| <i>Akap5</i>    | 1.834138 | 0.000325 | 0.068212 |
| <i>Sstr4</i>    | 1.834562 | 0.000815 | 0.092575 |
| <i>Ar</i>       | 1.836513 | 0.000441 | 0.073622 |

|                 |          |          |          |
|-----------------|----------|----------|----------|
| <i>Vgf</i>      | 1.882551 | 0.000947 | 0.09907  |
| <i>Mchr1</i>    | 1.887289 | 0.000807 | 0.092575 |
| <i>Sorcs3</i>   | 1.919584 | 1.44E-05 | 0.016027 |
| <i>Dlx1as</i>   | 1.927339 | 0.000881 | 0.094781 |
| <i>Camk4</i>    | 1.929184 | 0.000792 | 0.092451 |
| <i>Galntl6</i>  | 1.962446 | 0.000272 | 0.068207 |
| <i>Fam189a1</i> | 1.993603 | 0.000347 | 0.06966  |
| <i>Htr1a</i>    | 2.020346 | 0.000149 | 0.058641 |
| <i>Foxp1</i>    | 2.090582 | 0.000336 | 0.068554 |
| <i>Lancl3</i>   | 2.104651 | 0.000629 | 0.084286 |
| <i>Vxn</i>      | 2.186427 | 0.00084  | 0.09349  |
| <i>Galnt9</i>   | 2.205406 | 0.000351 | 0.06966  |
| <i>Fyb2</i>     | 2.359708 | 0.000215 | 0.063635 |
| <i>Gpr161</i>   | 2.53297  | 3.58E-05 | 0.023739 |
| <i>Hcn1</i>     | 2.593056 | 0.00062  | 0.083948 |
| <i>Gm10754</i>  | 2.604448 | 0.000539 | 0.078629 |
| <i>Mpped1</i>   | 2.70499  | 0.000608 | 0.08377  |
| <i>Fibcd1</i>   | 2.921538 | 0.000289 | 0.068207 |
| <i>Ptpru</i>    | 2.977622 | 0.000413 | 0.072325 |

**Table S4.** Sequences of primers used in qRT-PCR experiments.

| Target                                     | Forward sequence (5' → 3') | Reverse sequence (5' → 3') |
|--------------------------------------------|----------------------------|----------------------------|
| <i>Chat</i> (mRNA)                         | CCAATGACCAGCTAAGGTTTG      | CAGTCAGTGGGAATGGATTGG      |
| <i>Fibcd1</i>                              | ACAAACCGCAGCGAGCAAG        | TTCAGGAAGAGAACCACACCG      |
| <i>Gapdh</i>                               | ATGCCATCACTGCCACCCAGAAG    | TGCCAGTGAGCTTCCCGTTTCAG    |
| <i>Gm5741</i>                              | GGCATCAACCGCATAAAGGTATC    | ACAAGGAAGGGGTGCTCTT        |
| <i>Kdm1a</i>                               | GGTTGTAACAGGTCTTGGAGGG     | GGAACAGCTTGTCCATTGGC       |
| <i>Nppa</i>                                | CGTCTTGGCCTTTTGGCTTC       | GTGGTCTAGCAGGTTCTTGAAA     |
| <i>Phf21a</i>                              | TCTAACTGCATCACAGAAGACTG    | AGCAATGGTAGGTCTCTGGC       |
| <i>Phf21b</i> Primer<br>1 (Exon 1-2)       | GCCAAAGTGAGCGCAAAGTG       | GAGGTCGCCGTTCTGGTG         |
| <i>Phf21b</i> Primer<br>2 (Exon 11-<br>12) | CAGCGGAAGGCCTTAAAGAA       | CACTGTCTTGTGGGTGACATAG     |
| <i>Slc18a3</i>                             | AGACTATGCCACGCTCTTCG       | AGGCTCCTCGGGATACTTGT       |
| <i>Scn1a</i>                               | TTCAGGGGCTATCGAGGCTG       | TTCATGTGAGATTCCCCGAAA      |
| <i>Shank3</i>                              | GGACCTGCAACAAACGAAGT       | GGCTGGAATAGCCCGTAGTT       |
| <i>Vav3</i>                                | CGGCGCAGGTGTTTCGAC         | GTTCTTCAAACAGAGAACTGGGAC   |
| <i>Chat</i> (TSS)                          | TGGCGTCGCTCATGCTAATA       | GGAAACATCTCGGAAGCGGA       |
| <i>Chat</i> (-1000<br>bp)                  | TAACAGTGCCAAGGGAGACG       | TGCGTGACCACACCCTAAG        |
| <i>Chat</i> (-2000<br>bp)                  | TCGCGCCGTCTGAGTAAAT        | AGAGAAAAGTCTGCCTCCC        |
| <i>Chat</i> (-<br>3000bp)                  | ATGGTCTCAGGGCTCAATGC       | AAAACCCACCACCACTCTG        |
| <i>Chat</i> (+1000<br>bp)                  | CCAAGTAGGCGCTGGCATT        | GTGCCCATTTGTTCCCGACTA      |

|                        |                       |                       |
|------------------------|-----------------------|-----------------------|
| <i>Chat</i> (+2000 bp) | AGGAGTAGGAGTGCGTCGAA  | GGGGCATCCTCTACGAGTTC  |
| <i>Chat</i> (+3000 bp) | GAGTGTGTTTGGAGAGGGGG  | GGAATCCCTTCTCCGTGACC  |
| <i>Grin2b</i>          | GCCATGAACGAGACTGACCC  | GCTTCCTGGTCCGTGTCATC  |
| <i>Gria1</i>           | ACCCTCCATGTGATCGAAATG | GGTTCATTCTGGACGCTTGAG |

## References

1. Bae S, Park J, and Kim JS. Cas-OFFinder: a fast and versatile algorithm that searches for potential off-target sites of Cas9 RNA-guided endonucleases. *Bioinformatics*. 2014;30(10):1473-5.
2. Can A, Dao DT, Terrillion CE, Piantadosi SC, Bhat S, and Gould TD. The tail suspension test. *J Vis Exp*. 2012(59):e3769.
3. Can A, Dao DT, Arad M, Terrillion CE, Piantadosi SC, and Gould TD. The mouse forced swim test. *J Vis Exp*. 2012(59):e3638.
4. Vorhees CV, and Williams MT. Morris water maze: procedures for assessing spatial and related forms of learning and memory. *Nat Protoc*. 2006;1(2):848-58.
5. Chin EWM, and Goh ELK. Behavioral Characterization of MeCP2 Dysfunction-Associated Rett Syndrome and Neuropsychiatric Disorders. *Methods Mol Biol*. 2019;2011:593-605.
6. Thor DH, and Holloway WR. Social memory of the male laboratory rat. *J Comp Physiol Psychol*. 1982;96(6):1000-6.
7. Hitti FL, and Siegelbaum SA. The hippocampal CA2 region is essential for social memory. *Nature*. 2014;508(7494):88-92.
8. Yang M, and Crawley JN. Simple behavioral assessment of mouse olfaction. *Curr Protoc Neurosci*. 2009;Chapter 8:Unit 8 24.

How the deposited data were processed for this re-analysis (not part of the article)

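RNA-Seq values were analysed for hippocampal tissue from 3 Phf21bΔ4/Δ4 mice (replicates 2, 3, and 6) and 3 Phf21b+/+ mice (replicates 5, 7, and 8). Each mouse was assigned to its genotype by its sample label, and all 6 columns of values were matched to a sample. The genotypes share no replicate numbers, so no paired comparison was made. Neither the labels nor the paper give a library batch or a dissection record for these mice, and on sex the paper states only that male and female littermates were used in its experiments.

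The values are log2 CPM of 14477 genes, which the authors made by trimming the reads with Trimmomatic, mapping them to GRCm38 with STAR, summarizing them over GENCODE genes with featureCounts, keeping genes with a CPM of at least 1 in at least 2 samples, and normalizing to effective library size with edgeR before the values were deposited. The prior count added before the log and the strandedness of the counting are not named in the paper's text. The same lowest value stood for 0 reads in the 5 mice that had it (Phf21b+/+ replicate 8 had no gene at it), and low values rose in steps of 1 read. After this lowest value was removed, 100.0% of the values were whole reads within a tolerance of 0.1, and the mean prior count was 0.1 reads. The reads worked out in this way were used for the depth, for CPM, for the 3-read floor, and for 1 alternative test. Between 20495605 and 24881257 reads per mouse lay on the listed genes, and the 10 genes with the most reads took between 3.47% and 5.43% of them. Of the listed genes, 14439 had a CPM of at least 1 in at least 2 mice. Means and SDs are of CPM over the 3 mice of a genotype.

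The genotypes were compared on the deposited log2 values with limma 3.58.1 in R 4.3.3, by lmFit and eBayes with the prior variance following the mean expression, for all 14477 genes and with no covariate. P-values were adjusted by the Benjamini-Hochberg method over these genes. A gene was taken as differentially expressed at an FDR under 0.1 and a fold change above 1.3. These are the paper's thresholds, while the paper's own test was edgeR's, which needs counts. The median log2 change over all genes was -0.019 with the values as deposited. Where all 3 Phf21bΔ4/Δ4 libraries had at most 3 reads, the fold change was computed against the CPM of 3 reads and is given as a lower bound. Exact permutation tests of single genes and marker lists used all ways to divide the 6 mice into groups of 3, for which the smallest p is 0.1.

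The test was run on simulated data of the same size. Each value was drawn independently from a normal distribution with the mean and residual spread of its gene. In these data 200 genes with a mean log2 CPM of at least 1 were changed. The test called 171 of these (85.5%) and 8 other genes, and it called 0 genes when none was changed. Called by voom on simulated reads were 200 of the 200 changed genes and 6 others. The simulated reads carried counting error only, with no spread between mice. Neither simulation let genes vary together, so they do not show the error rate for the real values.

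Gene ontology annotation was not used here. Genes were grouped by symbol into 4 families (gated channels, synaptic vesicle and synapse genes, neuropeptides, and G protein–coupled receptors), and each family was tested with Fisher's exact test against all listed genes. For the closing section, 20 lists of marker genes for brain regions, cell types, sex, and activity were written from general knowledge, and 18 of them had enough genes listed to be tested by limma's camera with an inter-gene correlation of 0.01, without genes of Table S3. Gene positions come from the GENCODE annotation of GRCm38, in which 14277 of the symbols (98.6%) were found, and guide sequences were matched to the *Phf21b* exons in the reference genome. Tables and figures were made with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1, and matplotlib 3.10.9.

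The genes named in the text are those the paper names for its RNA-Seq, including Table S3 and Fig. 6A, *Phf21b*, and the 5 largest increases and the 5 largest decreases among the differentially expressed genes whose genotypes did not overlap. A result that falls under this rule is not reported here. Genes the paper measured by other assays and members of the marker lists are named in the closing section. Comparisons, families, marker lists, and alternatives were set before the data were examined, but with Table S3 and Fig. 6 known.

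The alternatives were a prior variance that is the same for all genes, robust empirical Bayes, weighting of the mice by arrayWeights, only genes with a mean log2 CPM of at least 1, log2(CPM + 1), log2(CPM + 0.1), quantile normalization, centring of each mouse on its median, limma voom on the recovered reads, an FDR under 0.05, no fold threshold, a fold change above 2, and leaving out each of the 6 mice in turn. The families were also tested against genes with a mean log2 CPM of at least 1 and with the genes of Table S3 in place of the calls. Marker lists were also tested with all members, with the inter-gene correlation estimated from the values, with centring, and with each mouse left out. The reading of the *Chrm3* row of Table S3 as *Chrnb3*, for the count of Table S3 genes and for the marker lists, was added after the values of both genes were seen. The counts of called genes and marker lists were compared with those of the 10 ways to split the 6 mice into groups of 3. Corrections for GC content and transcript length used a loess curve with a span of 0.3 in each mouse, for genes with both values, and the log2 changes of the called genes were compared before and after.

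The qRT-PCR, immunoblot, behavioural, electrophysiological, and histone measurements of the paper were not analysed here, nor were the cell type assignment of Fig. 6C and the predicted CREB binding sites.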

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

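The tests of library depth, GC content, transcript length, and marker levels within a genotype, and the splits of the mice for the lower genes, the higher genes, and the marker lists, were chosen after the results were seen. The marker lists, the tests of each list between the genotypes, the test of sex, and the splits for the number of all called genes were set before the data were examined, with Table S3 known.

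Differential expression outside the paper's list was measured for 41 genes, 20 lower and 21 higher in Phf21bΔ4/Δ4 mice. One of them, *Chrnb3*, is named in Fig. 6A, and 40 genes, 19 lower and 21 higher, are left if the *Chrm3* row of Table S3 is read as *Chrnb3*, a reading chosen after the values were seen. Others, chosen after their values were seen, are the transcription factor genes *Zic1* (log2 fold change -4.49, FDR 0.079 by limma's moderated test), *Zic4* (-5.05, FDR 0.072, limma), and *Otx2* (-5.30, FDR 0.089, limma), each lower in 3 of 3 Phf21bΔ4/Δ4 mice. *Zic1* and *Zic4* are on the thalamus marker list and *Otx2* is on the choroid plexus list. The depth test used all 176 called genes, and the tests of GC content and transcript length used the 174 with both values. Of the 10 splits of the 6 mice, 1, the real one, gave as many called genes, and the other 9 gave at most 1 gene each. The real split was also the only 1 of the 10 with as many lower genes and the only 1 of the 10 with as many higher genes. With 10 splits the share cannot fall under 0.1, so a grouping by chance cannot be told apart from a difference between the genotypes by this count. When the reads were thinned to the smallest library, 93.8% of the called genes stayed called. After each mouse was corrected for GC content, 98.3% stayed called, and after correction for transcript length 98.3% stayed called. The total number of called genes rose to 182 (98 lower and 84 higher), 575 (145 lower and 430 higher), and 339 (118 lower and 221 higher) under these changes. The corrections for GC content and transcript length also raised the median log2 change over all genes, to 0.072 and 0.08. How many higher genes this shift adds was not tested. With more genes called, the share that stays called says little, so the changes themselves were compared. The median log2 change of the lower called genes went from -2.22 to -2.21 with thinned reads, -2.13 after the GC correction, and -2.18 after the length correction, and that of the higher called genes from 0.76 to 0.75, 0.85, and 0.78. Over all genes with a value, the log2 change rose with transcript length (Spearman correlation 0.248) and hardly with GC content (0.061). Differences in depth, GC content, or transcript length of the kind corrected here therefore leave most of the change of the called genes unexplained. A difference in sex between the genotypes was tested with *Xist*, whose lowest log2 CPM among the 6 mice was 6.44, so the genotypes were not split by it. A difference in the tissue taken remains.

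In 8 of the 18 marker lists tested, the members outside Table S3 differed between the genotypes at an FDR under 0.05 by limma's camera, in genes outside the paper's list. The mean log2 change was -4.14 for choroid plexus, -1.53 for medial habenula, -1.34 for thalamus, -1.29 for dentate gyrus, -1.01 for meninges, 0.42 for neurons, 0.71 for interneurons, and 0.88 for CA1. With *Chrnb3* left out too, a choice made after the values were seen, the same 8 lists passed and the change for medial habenula was -1.37. In 7 of the 8 lists, each Phf21bΔ4/Δ4 mouse lay on the same side of each Phf21b+/+ mouse (exact permutation p = 0.1). The choroid plexus list was the exception (exact permutation p = 0.2), with a mean log2 CPM of 7.84 and 4.33 in Phf21b+/+ replicates 7 and 8, but 0.46 in replicate 5 and between -0.69 and 1.26 in the Phf21bΔ4/Δ4 mice. The dentate gyrus list was at 4.94 and 4.77 in Phf21bΔ4/Δ4 replicates 2 and 3 and at 6.49 in replicate 6, against 6.64 to 6.79 in Phf21b+/+ mice. For the meninges list the genotypes were barely apart, at 2.67 in Phf21bΔ4/Δ4 replicate 2 and 2.68 in Phf21b+/+ replicate 8. Of the 10 splits of the mice, 1, the real one, gave as many lists, but the other splits gave between 4 and 6 lists each, and with the inter-gene correlation estimated from the values 0 lists passed. The camera p-values are therefore likely to be too small for genes that vary together.

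A candidate explanation for the lower genes is that the dissected tissue held less of the structures next to the hippocampus in Phf21bΔ4/Δ4 mice. If so, markers of these structures outside Table S3 should be lower too, and they were by limma's camera for habenula (p = 0.000118), thalamus (p = 0.00575), choroid plexus (p = 0.000148), and meninges (p = 0.00489), while the exact permutation tests above could not go below 0.1. For the higher genes, a larger share of CA1 was tested in the same way (limma's camera, p = 0.0047, with an exact permutation p of 0.1). If the amount of such tissue also varied among the mice of a genotype, the called genes should follow the marker lists within genotypes more closely than lists of genes matched for expression. They did not at the 0.05 level: the share of 10000 matched lists with as high a median correlation was 0.084 for habenula, 0.94 for thalamus, 0.26 for choroid plexus, and 0.5 for CA1. With 3 mice per genotype this second test has little room, and it does not ask whether the markers themselves varied within a genotype, as those of choroid plexus did. The level of choroid plexus markers in Phf21b+/+ replicate 5 lay within the range of the Phf21bΔ4/Δ4 mice, which a change by the genotype alone does not predict. For the habenula, thalamus, meninges, and CA1 lists such a change predicts the same direction, so these values cannot tell a biological effect apart from a difference in dissection. The paper also reports changes of *Chat*, *Slc18a3*, and *Fibcd1* by qRT-PCR, with more mice per group than were sequenced. It further reports PHF21B at the transcriptional start site of *Chat*. Those assays were not analysed here. The dentate gyrus list in Phf21bΔ4/Δ4 replicate 6 lay closer to the Phf21b+/+ mice than to the other 2 Phf21bΔ4/Δ4 mice, which a change by the genotype alone does not predict either. For the dentate gyrus, interneuron, and neuron lists, no explanation other than the split of the mice was tested.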

How the results depend on the processing

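The number of differentially expressed genes depended on the processing. From 176 genes, it went to 75 with a prior variance that is the same for all genes (62 lower and 13 higher), to 3549 with mice weighted by arrayWeights (2066 lower and 1483 higher), and to 101 among the 12966 genes with a mean log2 CPM of at least 1 (46 lower and 55 higher). The cause of these changes was not tested. With the same fit and stricter cutoffs, the number was 25 at an FDR under 0.05 (20 lower and 5 higher). It was 90 with a fold change above 2 (75 lower and 15 higher). The arrayWeights were 0.343 for Phf21bΔ4/Δ4 replicate 6 and 4.632 for Phf21b+/+ replicate 8. The other alternatives gave from 131 genes (voom) to 198 genes (centring on the median), and removing the fold threshold left the number at 176, since each gene under an FDR of 0.1 had a change above 1.3-fold. Of the 176 genes, 175 were also called with arrayWeights, 128 with voom, 131 with quantile normalization, and 67 with a prior variance that is the same for all genes.

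Across the 6 fits that each left out 1 mouse, the number ran from 9 to 2830 genes, from 9 to 1345 lower genes, and from 0 to 1485 higher genes. The fit without Phf21b+/+ replicate 8 gave the 0, with 2013 genes at an unadjusted p under 0.05. The fit without Phf21bΔ4/Δ4 replicate 6 gave the 2830, among them all 176. The share of lower genes ranged from 47.5% to 100.0% over the alternatives that did not filter genes by their mean. Higher genes outnumbered lower ones without Phf21bΔ4/Δ4 replicate 6. They also did with centring on the median (94 lower and 104 higher) and after correction for GC content (145 lower and 430 higher) and for transcript length (118 lower and 221 higher), the corrections being chosen after the results were seen. These 3 changes raised the median log2 change over all genes from -0.019 to 0.03, 0.072, and 0.08. Quantile normalization raised it too, to 0.019, but gave 95 lower and 61 higher genes. How far the shift of the median accounts for the higher genes was not tested. The 46 lower and 55 higher genes with a mean log2 CPM of at least 1 do not test this balance, since a strong decrease itself lowers the mean over the 6 mice.

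Of the 139 genes of Table S3, 135 were called in the direction listed. The number went to 65 with a prior variance that is the same for all genes, and the cause was not tested. With the same fit and stricter cutoffs, it was 25 at an FDR under 0.05 and 73 with a fold change above 2. The number ranged from 98 to 138 under the other alternatives that kept all mice, and from 9 to 138 across the fits that each left out 1 mouse. With the *Chrm3* row of Table S3 read as *Chrnb3*, a reading chosen after the values were seen, it was 136.

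The families of gated channels, synaptic genes, neuropeptides, and G protein–coupled receptors had odds ratios above 1 and an exact p under 0.05 in each of the alternatives that kept all mice. Across the fits that each left out 1 mouse, the odds ratio ranged from 2.58 to 19.1 for gated channels, from 3.46 to 15.3 for synaptic genes, from 2.98 to 23.6 for neuropeptides, and from 2.26 to 11.9 for G protein–coupled receptors. The highest exact p in these fits was 0.0604, 0.259, 0.0738, and 0.119 in the same order. Fisher's exact test takes genes as independent, so these p-values are likely too small for genes that vary together.

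The number of marker lists past an FDR of 0.05 by limma's camera was 8, and it was 0 with the inter-gene correlation estimated from the values. With members of Table S3 included it was 10, with centring 9, and from 6 to 9 across the fits that each left out 1 mouse.

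No single gene among the 67 followed through the alternatives changed direction. With a prior variance that is the same for all genes, 29 of them were no longer past the threshold, with quantile normalization 13, with voom 8, and at an FDR under 0.05, 45. Between 0 and 54 of the 67 were no longer past it in the fits that left out 1 mouse. A mean log2 CPM of at least 1 left 47 of the 67 to be tested.

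The depth limits the size of the largest decreases. In 13 lower genes the Phf21bΔ4/Δ4 libraries had at most 3 reads each, and only a lower bound on the fold change can be given, between 8.92 and 126.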

Differences from the paper's values

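For *Chrm3* the paper's Table S3 lists a fold change of -9.74694, a decrease in Phf21bΔ4/Δ4 mice. Here *Chrm3* was 1.49-fold higher, a log2 fold change of 0.58 (standard error 0.24, FDR 0.21 by limma's moderated test), with 78.0 ± 25.8 CPM in Phf21bΔ4/Δ4 mice and 50.2 ± 4.22 CPM in Phf21b+/+ mice (SD, n = 3 each). *Chrm3* was higher in each alternative set before the data were examined, and its FDR by limma ranged from 0.18 to 0.40 with all mice and from 0.20 to 0.44 with 1 mouse left out. Fig. 6A names *Chrnb3*, which is not in Table S3, and does not name *Chrm3*. Here *Chrnb3* was 9.63-fold lower in Phf21bΔ4/Δ4 mice, a log2 fold change of -3.27 (FDR 0.065 by limma's moderated test), close to the values listed for *Chrm3*. With the row read as *Chrnb3*, a reading chosen after the values were seen, all 139 genes of Table S3 changed in the direction listed.

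The paper lists *Irx5*, *Crabp2*, and *Ascl4* as differentially expressed. Here they were lower in Phf21bΔ4/Δ4 mice with log2 fold changes of -5.56, -3.35, and -2.73 but were not past the threshold (FDR 0.13, 0.12, and 0.11 by limma's moderated test). All 3 were past it with arrayWeights, with log2(CPM + 1), with log2(CPM + 0.1), with voom, and without Phf21bΔ4/Δ4 replicate 6, and *Irx5* also with quantile normalization and without Phf21bΔ4/Δ4 replicate 3. Over the alternatives with all mice, the FDR by limma ranged from 0.016 to 0.18 for *Irx5*, from 0.011 to 0.13 for *Crabp2*, and from 0.013 to 0.13 for *Ascl4*.

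The paper states that the fold changes of lower genes exceeded those of higher genes by orders of magnitude. Here the largest increase was 2.95-fold. The largest decrease with more than 3 reads in at least 1 Phf21bΔ4/Δ4 library was 61.0-fold. The highest lower bound on a decrease was 126-fold, for *Gm5741*. Table S3 lists a fold change of -3247.63 for this gene, and the deposited values gave a 3710-fold decrease here. Both depend on the prior count, so the bound does not argue against the paper's statement.

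The paper also states that lower genes outnumber higher genes. Here 96 were lower and 80 higher with the values as deposited, 62 and 13 with a prior variance that is the same for all genes, 20 and 5 at an FDR under 0.05 by limma, and 75 and 15 with a fold change above 2. Lower genes also outnumbered higher genes in 5 of the 6 fits that left out 1 mouse, but not without Phf21bΔ4/Δ4 replicate 6, with 1345 lower and 1485 higher. Centring on the median and the corrections for GC content and transcript length also gave more higher than lower genes. They shift the values of each mouse and raised the median log2 change over all genes. Quantile normalization raised this median too, to 0.019, but gave 95 lower and 61 higher genes. How far the shift accounts for the higher genes was not tested, so these settings do not decide the balance.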

Other observations

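The test of genes next to *Phf21b* was chosen after the values were seen, while the test of sex was set before.

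The paper reports lower *Grin2b* by qRT-PCR in Fig. 5E. In the same figure it reports less of the encoded protein, GluN2B, by immunoblot and immunofluorescence, which RNA-Seq does not measure. In the RNA-Seq values *Grin2b* was higher in Phf21bΔ4/Δ4 mice, at 1230 ± 178 CPM against 632 ± 123 CPM in Phf21b+/+ mice (SD, n = 3 each), a log2 fold change of 0.97 (standard error 0.18, FDR 0.10 by limma's moderated test, not past the threshold). The 3 Phf21bΔ4/Δ4 mice lay above the 3 Phf21b+/+ mice (exact permutation p = 0.1). The log2 fold change stayed between 0.81 and 1.09 with each mouse left out, and the FDR by limma ranged from 0.012 to 0.14 over the 12 alternatives with all mice, 4 of which put it past the threshold. *Gria1* had a log2 fold change of 0.27 (FDR 0.39, limma). No explanation was tested.

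Other genes that the paper measured by other assays were not past the threshold. The log2 fold change was -0.47 for *Phf21a* (FDR 0.14 by limma's moderated test), -0.70 for *Gfap* (FDR 0.17, limma), 0.33 for *Dcx* (FDR 0.40, limma), 0.24 for *Rbfox3* (FDR 0.24, limma), 0.23 for *Shank3* (FDR 0.22, limma), 0.22 for *Dlg4* (FDR 0.31, limma), and -0.06 for *Creb1* (FDR 0.56, limma). A list of 13 genes driven by CREB had a mean log2 change of 0.21 (limma's camera, p = 0.0992; exact permutation test, p = 0.3), and a list of 12 genes induced by neuronal activity one of 0.12 (p = 0.23 and exact p = 0.2). A list of 8 immature neuron markers had a mean log2 change of -0.79 (limma's camera, p = 0.0421, FDR 0.0843; exact permutation test, p = 0.1). It was not past an FDR of 0.05, but each Phf21bΔ4/Δ4 mouse lay below each Phf21b+/+ mouse.

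The log2 CPM of *Xist*, which is expressed from the inactive X chromosome, was between 6.44 and 7.75 in the 6 mice, and none of the 4 Y chromosome genes on the marker list is among the deposited genes. These values are consistent with 6 female mice, and the lowest *Xist* value of 6.44 speaks against different sexes in the genotypes. The paper used male and female mice and does not give the sex of those sequenced.

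The first principal component of the log2 values held 61.4% of the variance and placed the Phf21bΔ4/Δ4 mice at -59.2, -35.9, and -14.7 and the Phf21b+/+ mice at 8.7, 35.9, and 65.2. *Ttr*, the gene with the most reads in Phf21b+/+ replicate 7, had 14500 CPM in that mouse, 872 CPM in replicate 8, and between 2.74 and 53.2 CPM in the other 4 mice.

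Of the 24 listed genes within 1 Mb of *Phf21b* on chromosome 15, 2 were called, an odds ratio of 7.44 (Fisher's exact test, p = 0.0342). *Shisal1*, 338 kb away, fell by 0.63 on the log2 scale (FDR 0.080 by limma's moderated test), and *Mpped1*, 927 kb away, rose by 1.42 (FDR 0.072, limma). A candidate explanation is an effect of the edited locus on its neighbours, but the change of *Shisal1* had been noticed before the test was chosen, and *Mpped1* is on the CA1 marker list, so the pattern cannot be told apart from a chance one or from a difference in dissection.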
